# Abnormal transcriptome-wide DNA demethylation induced by folate deficiency causes neural tube defects

**DOI:** 10.3389/fgene.2022.987210

**Published:** 2022-09-19

**Authors:** Shan Wang, Yubing Zeng, Pei Pei, Xuejia He, Fan Liu, Ting Zhang

**Keywords:** DNA demethylation, DNA methylation, folate, neural tube defect, H3K27ac

## Abstract

Neural tube defect (NTDs) is one of the most common and serious fetal and neonatal birth defects. Neural tube closure (NTC) is an exquisitely coordinated process and this procedure is influenced by both genetic and environmental factor. Folic acid (FA) supplementation is an effective for prevention of a proportion of NTDs, however, the mechanism remains unclear. In this study, our data demonstrated genome-wide enrichment of 5-hydroxymethylcytosine (5hmC) modification on active transcriptional start sites (TSS) and decreased 5-methylcytosine (5mC) binding to TSS under folate deficiency in mESCs (mouse embryonic stem cells). Furthermore, folate deficiency promoted 5hmC enrichment enhancer histone 3 lysine 27 acetylation (H3K27ac) binding to Shh pathway genes in mESCs. Upregulation of Shh target genes was observed in mouse brain tissue under low levels of maternal serum folate, along with increased expression of 5-methylcytosine dioxygenase Tet1 levels. Taken together, we found that folate deficiency promoted DNA demethylation and enriched 5hmC through recruitment of H3K27ac to activate the Shh signaling pathway. These results suggest that the 5hmC modification increases concomitantly with a positive correlation to Shh gene expression in folate deficiency-induced mouse NTDs.

## Introduction

Neural tube defects (NTDs), including birth defects such as anencephaly, spina bifida, and cerebral palsy, are serious birth defects. An epidemiological study showed that 3% of newborns suffer from this disease worldwide. In recent years, the incidence of NTDs has decreased with nutritional improvement in China (Endalifer and Diress, 2020). There is incontrovertible evidence that NTDs are caused by environmental and genetic factors. FA, retinoic acid, inositol, and abnormal metabolism of other substances are environmental factors for this disease (Ebara, 2017; Greene et al., 2017; Cheng et al., 2019). Among these substances, FA is a major factor related to NTDs.

Deficiency of folate as a member of the vitamin B group leads to megaloblastic anemia. Folate mainly performs biological functions in the form of tetrahydrofolate. Its main role is to participate in the transfer of one-carbon units as a coenzyme in various biological reactions and affects DNA and histone methylation to alter gene expression (Field et al., 2018). A lack of methyl donors often reduces methylation levels in the genome. S-Adenosylmethionine (SAM) is a direct methyl donor and a severe lack of donor methyl groups results in hypomethylation throughout the genome. DNA methylation is mainly catalyzed by DNA methyltransferase (DNMT) 3a and DNMT3b during the embryonic stage, whereas DNA methylation is mainly catalyzed and maintained by DNMT1 during the cell division stage (Chen and Zhang, 2020). The proportion of SAM to S-adenosine homocysteine is a methylation index and a low ratio indicates intracellular hypomethylation. Reduced levels of DNA methylation can lead to the loss of certain chromosomes and impaired gene expression in an embryo. SAM as a methyl group donor *in vivo* has a direct effect on the transmethylated small molecule synthesis and the epigenetic modification mechanism of DNA and histone methylation, which has a vital role in maintaining the cell balance. Once this balance is disrupted, many developmental diseases occur in humans (Ebara, 2017; Field et al., 2018). For example, hippocampal atrophy, thinning of the microvascular system, apoptosis of neurons and glial cells, and an imbalance of neuronal cell proliferation and differentiation are closely related to abnormal embryonic development (Zhou et al., 2007; Yu et al., 2020; Dang et al., 2021).

DNA methylation as epigenetic information participates in many aspects of physiological and metabolic regulation during the mammalian life cycle. Under the effect of DNA, SAM is used as a methyl group. If a methyl group is covalently bonded to the fifth atom of the cytosine carbocyclic ring, it is called 5mC. This process converts 5mC into 5hmC, which is oxidized by translocated 10-11 dioxygenase (TET), resulting in DNA demethylation (Irwin et al., 2016). Ito et al. reported that 5hmC can be converted into 5-carboxylcytosine (5caC) and 5-formyloytosine (5fC) step-by-step *in vitro* (He et al., 2011; Ito et al., 2011). During embryonic brain development, genomic regions contain abundant 5hmC that undergoes demethylation and are widely regulated by DNA methylation and demethylation (Wen and Tang, 2014). DNA methylation is the predominant form in the adult brain. Its accumulation occurs during brain development in non-CG contexts (CH). Furthermore, CH methylation tends to accumulate rapidly in postnatally developing neurons and synchronizes with synaptogenesis (Lister et al., 2013).

Several epigenetic studies have been performed on human brain tissue, including regulation of DNA cytopyrimidine methylation and hydroxymethylation. Histone modifications are relevant to specific gene expression, gene silencing, and other chromatin states. Epigenetic regulation plays an important role in neuronal metabolism, maintenance of neuronal circuitry, and regulation of signal transmission. The distribution of 5hmC shows significant differences in various tissues of the human body. A previous study has suggested enrichment of 5hmC in brain tissue. Different tissues have the total levels of 5hmC with significant. The 5hmC content is highest in brain tissue, high in the liver, kidneys, and colon, and low in lungs, placenta, and heart (Li and Liu, 2011). In the heart, brain, and skeletal muscle, hypomethylation and/or hydroxymethylation of Notch receptor genes (*NOTCH1*, *NOTCH2*, *JAG2*, and *DLL1*) helps to control their expression, thereby contributing to cell regeneration and dynamic homeostasis (Terragni et al., 2014). Genome-wide and single-gene resolution atlas analysis showed that the 5hmC content in brain tissues increases with age, and age affects 5hmC levels in mitochondrial DNA in brain tissues. 5hmC is positively correlated to human cerebellum development. Studies in rhesus monkeys have verified that early maternal deprivation can get some regulations with 5hmC in the promoter regions of some genes associated with neurological functions and psychiatric disorders (Massart et al., 2014). 5hmC also has a strong regulatory function in neurons. Environmental factors closely influence the change. Several studies have demonstrated the role of the folate pathway in DNA methylation (Irwin et al., 2016; Liu et al., 2020; Araki et al., 2021). However, whether folate deficiency stress induces DNA hydroxymethylation and affects NTC-related genes causing NTDs remains unclear.

In this study, we found that folate deficiency increased expression of 5-methylcytosine dioxygenase and decreased DNA methylation transferase. Our data demonstrated genome-wide enrichment of 5hmC modification on active TSS and decreased 5mC binding to TSS under folate deficiency in mESCs. Furthermore, folate deficiency promoted 5hmC enrichment of enhancer H3K27ac binding to Shh pathway genes in mESCs. Upregulation of Shh target genes was observed in mouse brain tissue under low levels of maternal serum folate, along with aberrant Tet1 levels. Taken together, we found that folate deficiency promoted DNA demethylation and enriched 5hmC through recruitment of H3K27ac to activate the Shh signaling pathway. These results suggest that 5hmC modification increases concomitantly with a positive correlation to Shh gene expression in folate deficiency-induced mouse NTDs.

## Results

### Different expression of DNA demethylation enzymes in brain tissue neural tube defect

FA affects nucleotide synthesis, which may be involved in NTDs. Here, we established an NTD mouse by intraperitoneal injection of Methotrexate (MTX) (1.5 mg/kg) at embryonic day 7.5 and a low folate diet. The modeling of NTD mice construction process was shown in Figure 1A. As the amount of MTX decreased, the specific rate of normal fetal mice increased, and the specific rate of fetal aspiration decreased. When the dose of MTX was 1.50 mg/kg, the survival rate of the embryo was 22.92%, the rate of absorption dropped to 7.08%, and the rate of malformation was the highest deformity rate of 34.58% in low folate diet plus MTX group and the phenotype of NTDs was mainly spina bifida (Figure 1B). The failure of closure at the level of the hindbrain/cervical boundary at this stage leads to craniorachischisis (Figure 1C). We assessed the concentration of folate in maternal serum in normal group (CON) and low folate seed with MTX-induced NTD group (NTD). Folate levels were significantly decreased in the maternal serum (Figure 1D), suggesting that low folate diet and MTX resulted in folate deficiency affecting NTDs in fetuses during early pregnancy. Next, we quantified the total amount of 5hmC in both normal and NTDs brain tissues with a standard dot-blot assay. We found significant inductions in NTDs compared to the control (Figure 2A). Furthermore, we examined different DNA demethylation levels, including TET1, TET2 and TET3 and DNA methylation levels including DNMT1, DNMT3b in three cranial neural tissue samples and matched normal tissues by IHC analysis. The staining of total TET1 was increased and TET2, TET3 was decreased in mouse NTD samples compared with normal tissues (Figure 2B). The staining of total DNMT1 was increased and DNMT3b was decreased (Figure 2C). These results indicate that low folate diet and MTX alter DNA demethylation transferases involved in DNA demethylation.

**FIGURE 1:**
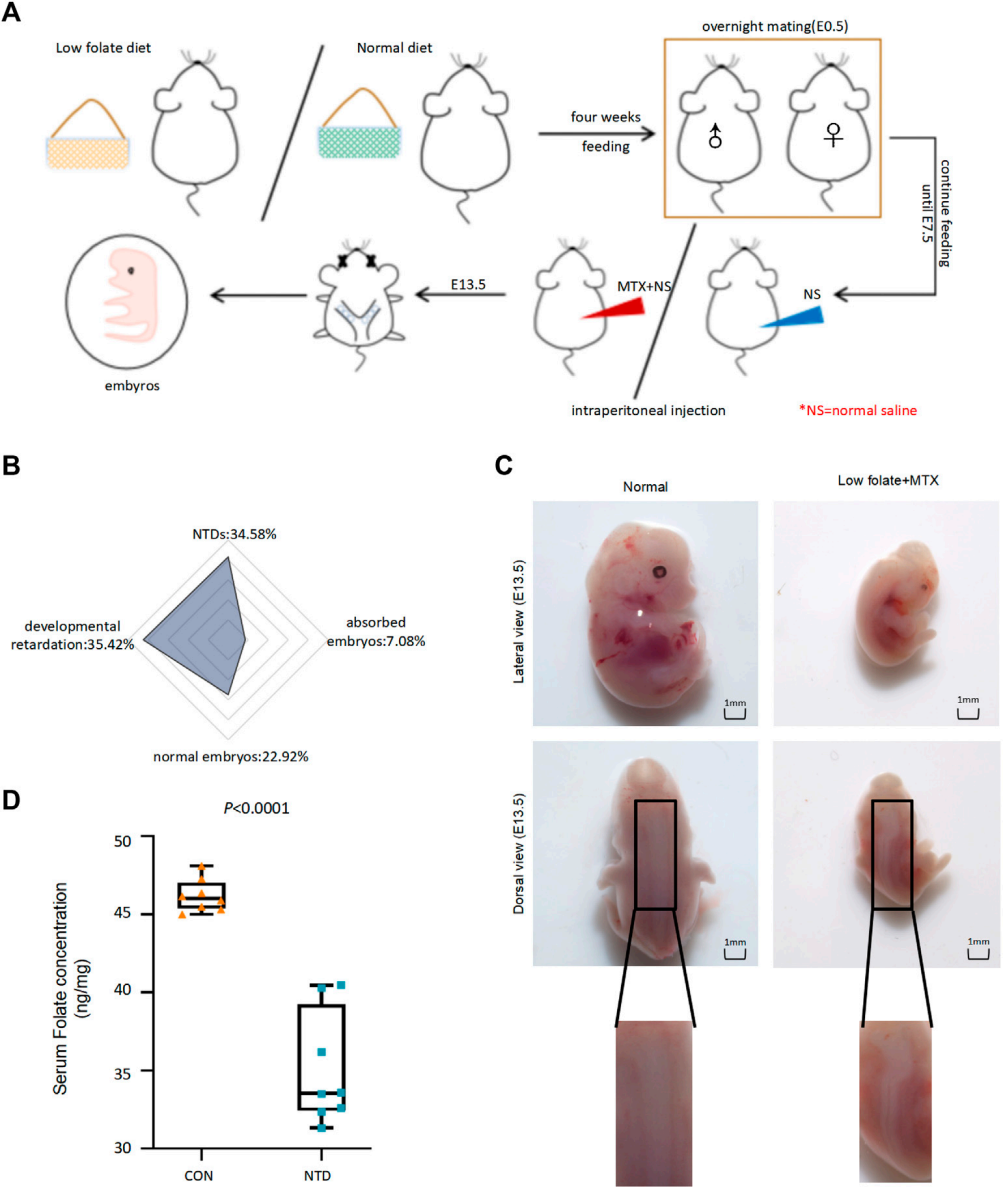
**(A)**The flow chart demonstrated modeling of NTD mice construction process. **(B)** The phenotype of embryos in low folate + MTX group was shown by radar map divided into NTDs (34.58%), absorbed embryos (7.08%), developmental retardation (35.42%), normal embryos (22.92%). **(C)** The phenotype of normal and low folate + MTX induced embryos from E13.5. **(D)**The maternal serums were detected in the pregnant mice with NTDs and control group (CON).

**FIGURE 2:**
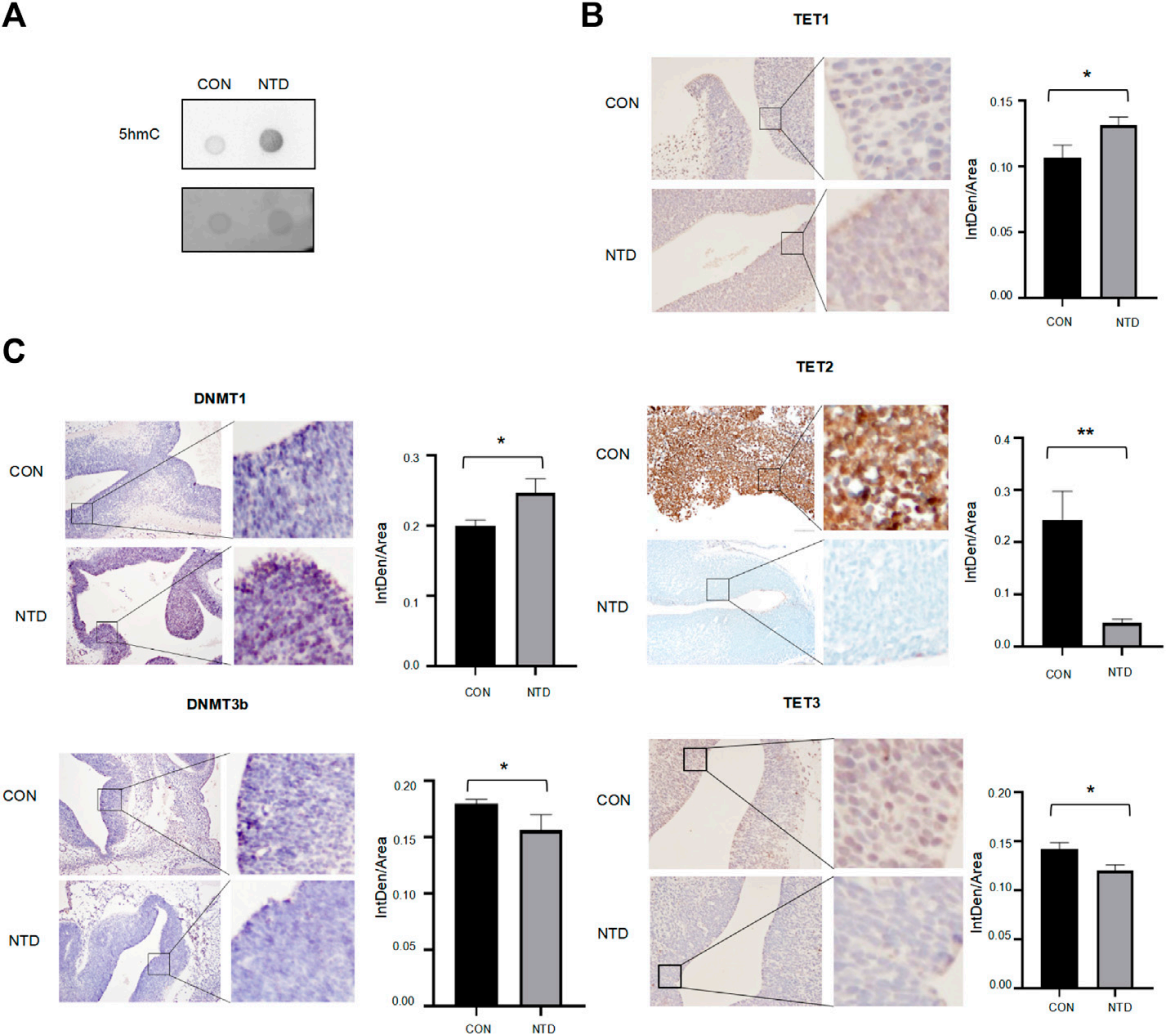
**(A)** Image of 5hmC-specific dot blot. **(B,C)** Representative images from immunohistochemical staining of TET1, TET2, TET3, DNMT1, DNMT3B in the cranial neural tissue from E13.5. TET1, TET2, TET3, DNMT1, DNMT3B expression scores is shown as histogram, with the horizontal lines representing the median. Data are mean ± SD. (*n* = 3), *p < 0.05, **p < 0.01, ***p < 0.001, by Student’s t test.

### Increased expression of 5-methylcytosine dioxygenase in folate-deficient mouse ESCs

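RNA of Sv129 mESCs, a mouse embryonic stem cell line, was sequenced after culture with folate at 4 mg/L (FA4) or 0 mg/L (FA0), with 1 library per condition. The authors extracted total RNA with TRIzol, built the libraries with the NEBNext Ultra kit, aligned the reads to mm10 and calculated FPKM for each gene. The paper's methods name Hisat2/Tophat, Stringtie and limma/DESeq. The deposited FPKM table holds 28839 genes, of which 3076 were listed at 0 in FA4 and 2135 in FA0. FPKM reached 1 in 13332 genes in FA4 and in 13840 genes in FA0. Each FPKM was multiplied by the merged exon length of its gene in GENCODE M21, and 97.9% of the values up to 20 reads in FA4 and 98.1% in FA0 fell within 0.05 of a whole number of reads. The reads recovered in this way summed to 19529484 over the genes of FA4 and 18362316 over those of FA0, and mitochondrial genes held 2.38% and 2.35% of them. The change of a gene was taken as log2 of (FPKM + 1) in FA0 over (FPKM + 1) in FA4, for the 14345 genes with FPKM of at least 1 in either library. The pseudocount of 1 understates the change of genes with low FPKM, so ratios of FPKM without it are given where a gene's fold is stated. Counts of genes at least 2-fold higher or lower use the change with the pseudocount, unless the ratio is named. With 1 library per condition no difference has a replicate check and no p-value was calculated. The 95% intervals given with folds are Clopper-Pearson intervals from the recovered reads and cover counting error only, not the spread between cultures.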

To evaluate the effect of folate deficiency in mouse ESCs, we performed RNA-seq of mouse ESCs with normal folate (4 mg/L) (FA4) and folate deficiency (0 mg/L) (FA0). We identified differentially expressed genes in folate-deficient cells. 

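At the size threshold alone, 429 genes were at least 2-fold higher and 190 at least 2-fold lower in folate-deficient mESCs. The genes named next were among the 12 with the largest positive or the 12 with the largest negative change, among genes with FPKM of at least 5 in either library and a symbol that is not a predicted or clone-based name. Fabp3, a fatty acid-binding protein gene (ENSMUSG00000028773, chromosome 4 from 130308595 to 130315463 in mm10), had an FPKM of 15.6 in FA4 and 99.8 in FA0, 6.41-fold higher (95% counting interval 5.59 to 7.38). Pla2g7, a phospholipase that hydrolyses platelet-activating factor (chromosome 17 from 43568098 to 43612201), was 8.12-fold higher (95% counting interval 6.52 to 10.2). Acss1, a mitochondrial acetyl-CoA synthetase, had an FPKM of 2.34 in FA4 and 11.1 in FA0, and Lipc, hepatic lipase, of 1.43 in FA4 and 7.46 in FA0. The mesothelin gene Msln was 5.55-fold higher (95% counting interval 4.59 to 6.75), and the homeobox gene Nkx6-3 was 6.26-fold higher (95% counting interval 4.42 to 9.08). The other genes among the 12 with the largest positive change were Igll1, Tarm1, Fam189a2, Scgb3a1, Igkv12-89 and Mir8120, of which Igkv12-89 and Mir8120 rested on 6 and 1 reads in FA4. On the negative side, Stra8, which is induced by retinoic acid and drives entry into meiosis (ENSMUSG00000029848, chromosome 6 from 34920163 to 34939344), had an FPKM of 201 in FA4 and 32.6 in FA0, 6.14-fold lower (95% counting interval 5.76 to 6.56). Meioc, a factor of meiotic prophase, was 4.82-fold lower (95% counting interval 4.24 to 5.51). The 2-cell stage genes Zscan4d and Zscan4c were 8.25-fold and 7.83-fold lower, although near-identical copies in this family make each copy's value uncertain. Dppa5b, annotated as an unprocessed pseudogene (chromosome 9 from 78245550 to 78246135), had the largest negative change of these, with an FPKM of 45.7 in FA4 and 0.812 in FA0, and its reads cannot be separated with certainty from those of its paralog Dppa5a. The lipid droplet gene Cidea was 4.50-fold lower (95% counting interval 3.41 to 6.07) and Ndufa4l2, a mitochondrial protein gene, was 3.25-fold lower (95% counting interval 2.67 to 3.96). The histone genes Hist1h3i and Hist3h2ba, and AA623943, Guca1a and Usp17lb, were the others among the 12 genes with the largest negative change. A pseudocount of 0.1 in place of 1 gave 951 higher and 409 lower genes, and a minimum FPKM of 5 gave 195 and 80. No p threshold was applied to these counts of genes.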

A total of 375 genes showed increased expression and 198 showed decreased expression (Figure 3A; Supplementary Table S1). A heatmap showed that folate deficiency induced broad modulation of genes in mouse ESCs (Figure 3B). 

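The genes at least 2-fold apart were mostly genes of low expression. Of 6082 genes with a mean FPKM under 5, 293 were at least 2-fold higher and 140 lower in FA0, while of 478 genes with a mean FPKM of 100 or more, 2 were higher and 2 lower. Protein-coding genes made up 190 of the higher and 98 of the lower genes. Genes with at most 300 bases of exon made up 117 of the higher and 49 of the lower genes. The median change of all expressed genes was 0.05. It depended on the level of expression, with 0.12 for genes with a mean FPKM under 5 and -0.20 for those with 100 or more. The pluripotency factors Pou5f1, Sox2 and Nanog, picked after their values were seen, were within 2-fold. They had an FPKM of 443 in FA4 and 369.5 in FA0 for Pou5f1, 407 in FA4 and 352 in FA0 for Sox2 and 548 in FA4 and 418 in FA0 for Nanog. All 573 genes of the paper's Table S1 were among the deposited genes, and 366 of them were at least 2-fold apart in the same direction by the change with a pseudocount of 1. With a pseudocount of 0.1 the number was 531. The list of Table S1 was chosen by the paper on these same 2 libraries. The paper states from its heatmap in Figure 3B that folate deficiency changed many genes in these cells.

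**Figure D1:**
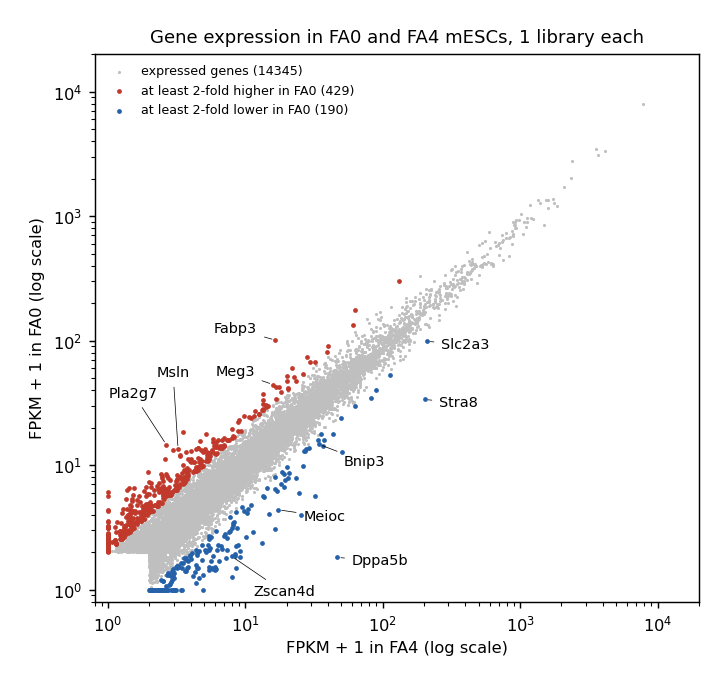
FPKM + 1 of each of the 14345 expressed genes in FA4 (x axis) and FA0 (y axis), both on log scales, 1 library each. Each point is a gene, with the 429 genes at least 2-fold higher in FA0 in red and the 190 at least 2-fold lower in blue, and most of them lie at low FPKM.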

To investigate the effect of folate deficiency on host functions, GO analysis revealed that these differentially expressed genes were enriched in GO terms multiple biological processes, molecular functions, and cell component as shown in Figure 3C (Supplementary Table S2). The *p*-value of Fisher’s exact test showed that the top three biological process groups of differentially expressed genes were response to hypoxia, homologous chromosome segregation, and response to decreased oxygen levels. 

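Genes that are switched on by hypoxia stood lower in folate-deficient mESCs as a group, although few of them reached a 2-fold difference. Of 39 expressed genes on a textbook list of hypoxia-induced genes, by the change with a pseudocount of 1, 2 were at least 2-fold lower, none was at least 2-fold higher, and 29 had a change below 0. By the ratio of FPKM 5 were at least 2-fold lower and 1 higher. The median change was -0.38 (95% counting interval -0.41 to -0.33), at percentile 0 of 10000 random lists matched on expression. Bnip3, a mitophagy receptor, had an FPKM of 33.2 in FA4 and 13.7 in FA0, 2.43-fold lower (95% counting interval 2.20 to 2.68). Slc2a3, a glucose transporter, was 2.13-fold lower (95% counting interval 2.08 to 2.17). Hk1, hexokinase 1, went the other way and was 2.12-fold higher (95% counting interval 1.96 to 2.29) by the ratio of FPKM, with a change of 0.97. Among 9 oxygen-sensing factors, Hif1a had an FPKM of 28.7 in FA4 and 25.6 in FA0, whereas Epas1, which encodes HIF-2 alpha, was 2.25-fold higher (95% counting interval 2.05 to 2.46). Over these factors the median change was 0.09 (percentile 69.2). For homologous chromosome segregation, 2 of 22 expressed genes of meiotic chromosome pairing and segregation were at least 2-fold lower by the change with the pseudocount, Stra8 and Meioc, and 4 by the ratio of FPKM, and none was at least 2-fold higher by either. The median change was -0.22 (95% counting interval -0.31 to -0.15, percentile 0.13). Tex11, which acts in meiotic recombination, was 2.14-fold lower (95% counting interval 1.82 to 2.51) with a change of -0.91, and Syce1, a component of the synaptonemal complex, had a change of -0.88. The paper drew both terms from genes called on these same 2 libraries, so the low medians are in part set by that choice. Without the 6 and 5 genes that are in Table S1, a check added after the results were seen, the medians were -0.33 (percentile 0) for hypoxia-induced and -0.16 (percentile 0.825) for meiotic genes. The percentiles describe these 2 libraries and are not p-values.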

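Genes of the piRNA pathway, whose proteins gather in the piP-body, had a median below 0. Of 12 expressed genes, 1 was at least 2-fold lower by the change with the pseudocount and 3 by the ratio of FPKM, and none was at least 2-fold higher by either, with a median change of -0.32 (95% counting interval -0.42 to -0.26, percentile 0.1). Mael, which is needed to silence retrotransposons in the germline, had an FPKM of 19.5 in FA4 and 6.81 in FA0, 2.86-fold lower (95% counting interval 2.44 to 3.36). Tdrkh, at an FPKM of 1.34 in FA4 and 0.377 in FA0, was 3.56-fold lower (95% counting interval 2.51 to 5.15) by the ratio with a change of -0.77, the PIWI gene Piwil4 was 3.56-fold lower (95% counting interval 2.39 to 5.43) with a change of -0.72, and the helicase gene Mov10l1 had a change of -0.60. The term came from genes called on these same 2 libraries, Mael, Tdrkh and Piwil4 among them, so the percentile is in part set by that choice. The other 9 genes had a median of -0.26 (percentile 0.720), a check added after the results were seen. The procollagen prolyl 4-hydroxylase consists of alpha subunits, encoded by P4ha1, P4ha2 and P4ha3, and the protein disulfide isomerase encoded by P4hb. P4ha1 was 2.08-fold lower (95% counting interval 1.88 to 2.31) and P4ha2 1.95-fold lower (95% counting interval 1.68 to 2.27), while P4hb had an FPKM of 137 in FA4 and 111 in FA0. With the pseudocount of 1 none of these 3 expressed genes reached a change of 1 in size. P4ha1 and P4ha2 are themselves in Table S1, so the median of -0.74 over the 3 genes restates the paper's call. P4ha1 and P4ha2 also belong to the hypoxia-induced genes.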

The top three cellular components of these genes were piP-body, plasma membrane part, and procollagen-proline 4-dioxygenase complex. 

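Acox3, the peroxisomal pristanoyl-CoA oxidase that starts the breakdown of branched-chain fatty acids (chromosome 5 from 35583040 to 35615352 in mm10), was 3.14-fold higher (95% counting interval 2.73 to 3.63) in FA0, at an FPKM of 1.21 in FA4 and 3.81 in FA0. Of 9 expressed genes of peroxisomal beta-oxidation, Acox3 was the 1 with an at least 2-fold higher level and none was at least 2-fold lower. The median change of the list was 0.07 (95% counting interval -0.05 to 0.16, percentile 66.1). Ehhadh and Acaa1b had changes of 0.49 and 0.53, and Amacr, Phyh, Scp2, Acaa1a and Hsd17b4 lay between -0.15 and 0.07.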

The top three molecular functions relevant to these proteins were sulfur compound binding, pristanoyl-CoA oxidase activity, and protein binding. 

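The genes behind both terms in Table S3 were histone genes for the most part. The term for DNA methylation held Hist3h2ba, Hist1h2ae, Hist1h4n, Hist1h2bk, Hist1h4d, Hist1h3i and Hist1h3h, all lower in FA0, and the PRC2 term held Hist1h4d, Hist1h3i, Hist1h3h and Hist1h4n together with Phf19. Hist1h2ae had 71 reads in FA4 and 16 in FA0, 4.18-fold lower (95% counting interval 2.40 to 7.70). Hist1h3i was 6.07-fold lower (95% counting interval 2.99 to 13.9) and Hist3h2ba 5.26-fold lower (95% counting interval 2.82 to 10.7). Across all 25 expressed replication-dependent histone genes, 11 were at least 2-fold lower (15 by the ratio of FPKM) and none was at least 2-fold higher. The median change was -0.72 (95% counting interval -1.03 to -0.56, percentile 0), and without a minimum FPKM it was -0.28. The paper called 8 of these genes on the same 2 libraries, and the other 17 had a median of -0.45 (percentile 0.0200), a check added after the results were seen. Replication-dependent histone mRNAs lack a poly(A) tail and their genes are near-identical in sequence, so the reads of each copy are uncertain. Phf19, a Polycomb-like protein that guides PRC2 to chromatin (chromosome 2 from 34893757 to 34914026 in mm10), was 3.00-fold higher (95% counting interval 2.57 to 3.51), at an FPKM of 2.36 in FA4 and 7.08 in FA0. It was the 1 of 12 expressed PRC2 genes with an at least 2-fold difference. The median change of the PRC2 genes was -0.03 (percentile 70), and Phf1, Rbbp7 and Aebp2 had changes of 0.64, -0.30 and -0.21. None of the 7 genes Tet1, Tet2, Tet3, Tdg, Dnmt1, Dnmt3a and Dnmt3b was at least 2-fold apart, with a median change of -0.01 (percentile 40.7).

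**Figure D2:**
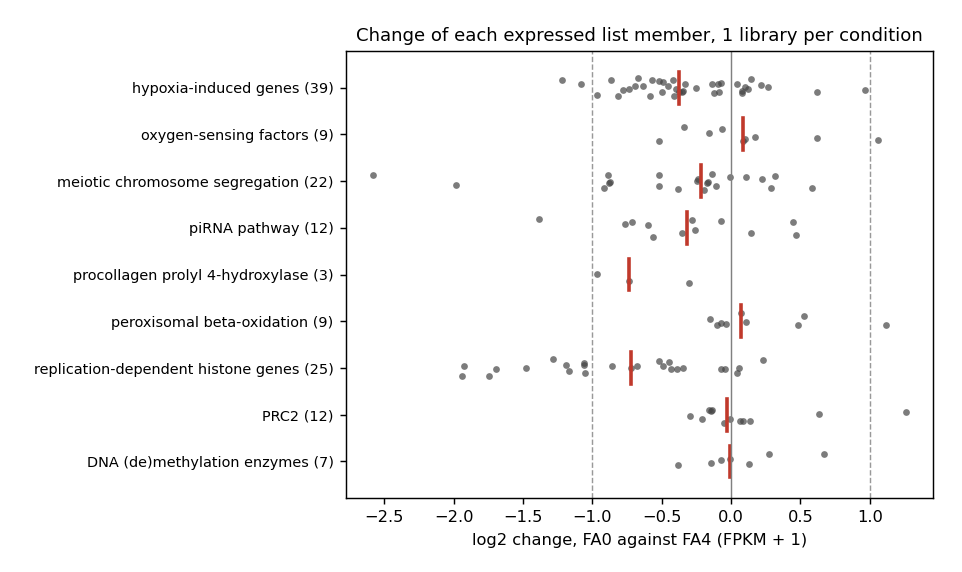
Log2 change of (FPKM + 1) in FA0 against FA4 (x axis) for each expressed gene of 9 gene lists (y axis, with the number of genes in brackets), 1 library per condition. Points are genes, red bars the list medians, and dashed lines the 2-fold limits. Replication-dependent histone genes have 11 members past the lower limit and PRC2 genes have 1 past the upper limit.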

Further KEGG pathways of developmental biology included signaling DNA methylation and PRC2 methylates histones and DNA (Figure 3D, Supplementary Table S3). Folic acid as a carbon unit provides methyl groups directly or indirectly, thereby affecting methylation of DNA and histones and altering gene expression. DNA methylation during the embryonic stage is mainly catalyzed by DNA methylation transferases such as DNMT3a and DNMT3b, while DNA methylation in the cell division stage is mainly catalyzed and maintained by DNMT1. 5mC is oxidized to 5hmC by TET family of proteins, which is known as DNA hydroxymethylation. 5hmC does not only bring its superiority into the demethylation process, but also participates in the regulation of gene expression. TET family proteins are iron-divalent dioxygenase containing an α group ketoglutaric acid, including TET1, TET2, and TET3. To determine whether folate deficiency specifically regulated DNA methylation transferase and DNA hydroxylase genes, the expression of a series of reported DNA methylation transferase and DNA hydroxylase-related genes was measured by quantitative PCR, including DNA methylation transferase *Dnmt3a*, *Dnmt3b*, and *Dnmt1*, and DNA hydroxylase-related genes *Tet1*, *Tet2*, *Tet3*, and *Tdg*. Folate deficiency increased the mRNA levels of DNA hydroxylase-related genes *Tet1*, *Tet2* and the mRNA levels of DNA methylation transferases *Dnmt1*, but reduced the mRNA levels of DNA methylation transferases *Dnmt3a* and *Dnmt3b*, and DNA hydroxylase-related genes *Tet3*, Tdg in mESCs (Figure 3E). Thus, folate deficiency increased expression of 5-methylcytosine dioxygenase and decreased DNA methylation transferases involved in DNA demethylation.

**FIGURE 3:**
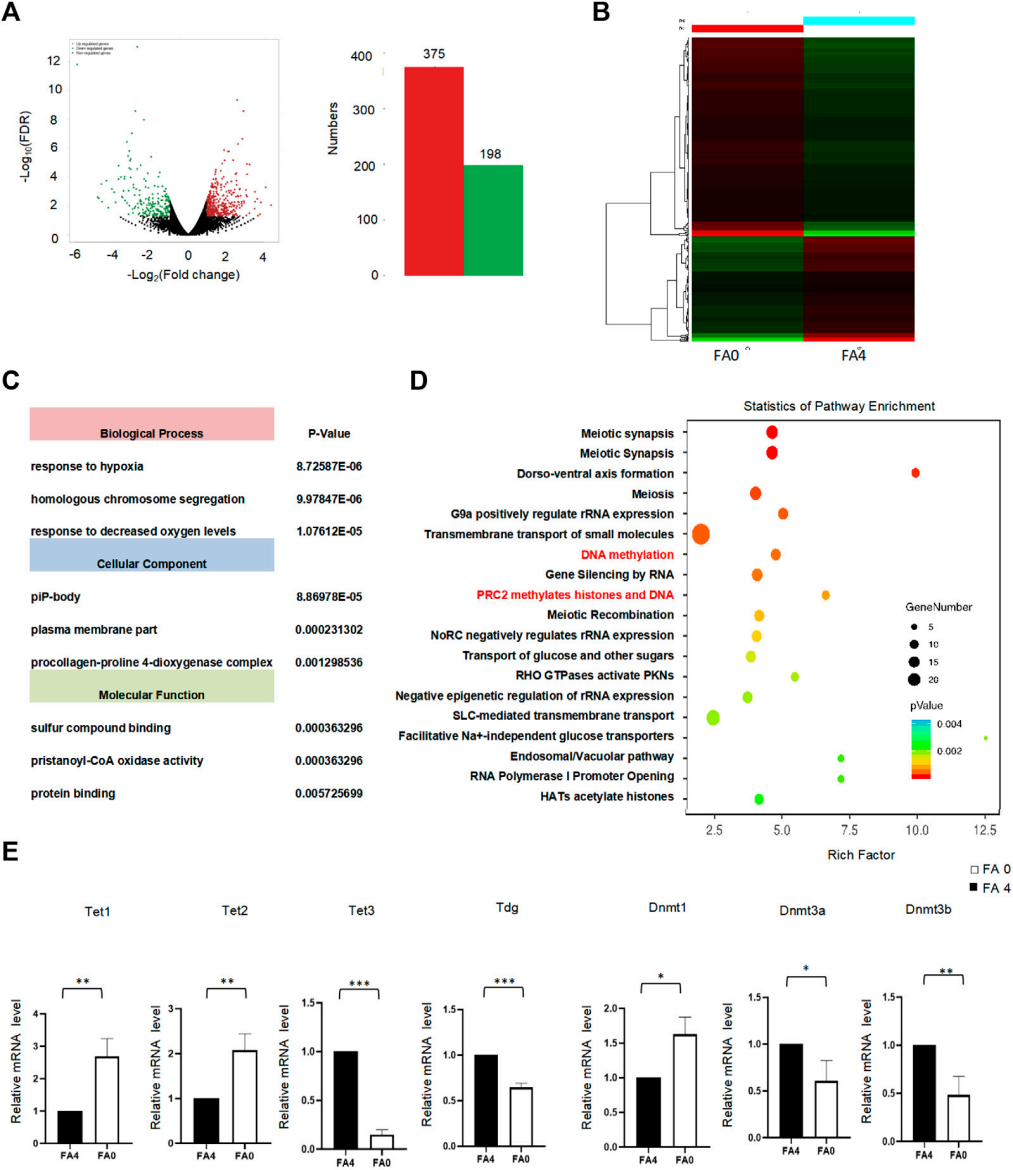
**(A)** FA (0 mg/L) vs. FA (4 mg/L) in mESC. The total RNA was analyzed using RNA-seq. A total of differentially expressed genes showing differential expression were identified in the APN-treatment group (*p* < 0.05). **(B)** Unsupervised hierarchical clustering of FA (0 mg/L) vs. FA (4 mg/L) in mESC. **(C)** Bar chart of the differentially expressed genes organized by enriched BP, CC, and MF, as determined with the Database for Annotation, Visualization, and Integrated Discovery (DAVID). **(D)** KEGG enrichment analysis (Fisher’s exact test; *p* < 0.05). The most popular paths are shown in each category. **(E)** The mRNA level of DNA methylases and demethylases was assessed by RT-qPCR between FA (0 mg/L) vs. FA (4 mg/L) in mESC. GAPDH was used as control. *p < 0.05, **p < 0.01, ***p < 0.001.

### Folate deficiency contributes to transcriptional start sites activation through DNA demethylation in mouse embryonic stem cells

To further explore the importance of 5mC and 5hmC during neural system development, we compared the genome-wide distribution of 5mC and 5hmC. We performed MeDIP-seq for 5mC and hMeDIP-seq for 5hmC to map their genomic landscapes between normal folate and folate-deficient mouse ESCs. MeDIP-seq of 5mC target genes showed decreased enrichment levels of 5mC in folate-deficient mESCs compared with those in controls (Figure 4A, Supplementary Table S4). hMeDIP-seq of 5hmC target genes revealed increased enrichment levels of 5hmC in folate-deficient mESCs compared with those in controls (Figure 4C, Supplementary Table S5). Both MeDIP-seq and hMeDIP-seq analyses showed a remarkable overall change in 5mC and 5hmC near transcription start sites under folate deficiency. Heatmap clustering of the 5hmC peak distributions 5-kb upstream and downstream of TSSs revealed that higher 5hmC signals and lower 5mC signals in the folate-deficient group compared with those in the control group (Figures 4B,D). This suggested that folate deficiency induced a dramatic change in 5mC and 5hmC peak signals. In both 5mC and 5hmC groups, more than 50% of the peaks resided in intergenic regions and fewer than 30% of the peaks appeared in the gene bodies of annotated genes (Supplementary Figure S1). Further, we compared enriched regions separately for 5mC and 5hmC in control group and folate-deficient group. Results suggested that enriched regions of 5mC and 5hmC have significant changes between folate-deficient mouse ESCs and control mESCs (Figure 4E). Taken together, our data demonstrated genome-wide enrichment of the 5hmC modification on active TSSs and decreased 5mC on repressed TSSs under folate deficiency in mESCs.

**FIGURE 4:**
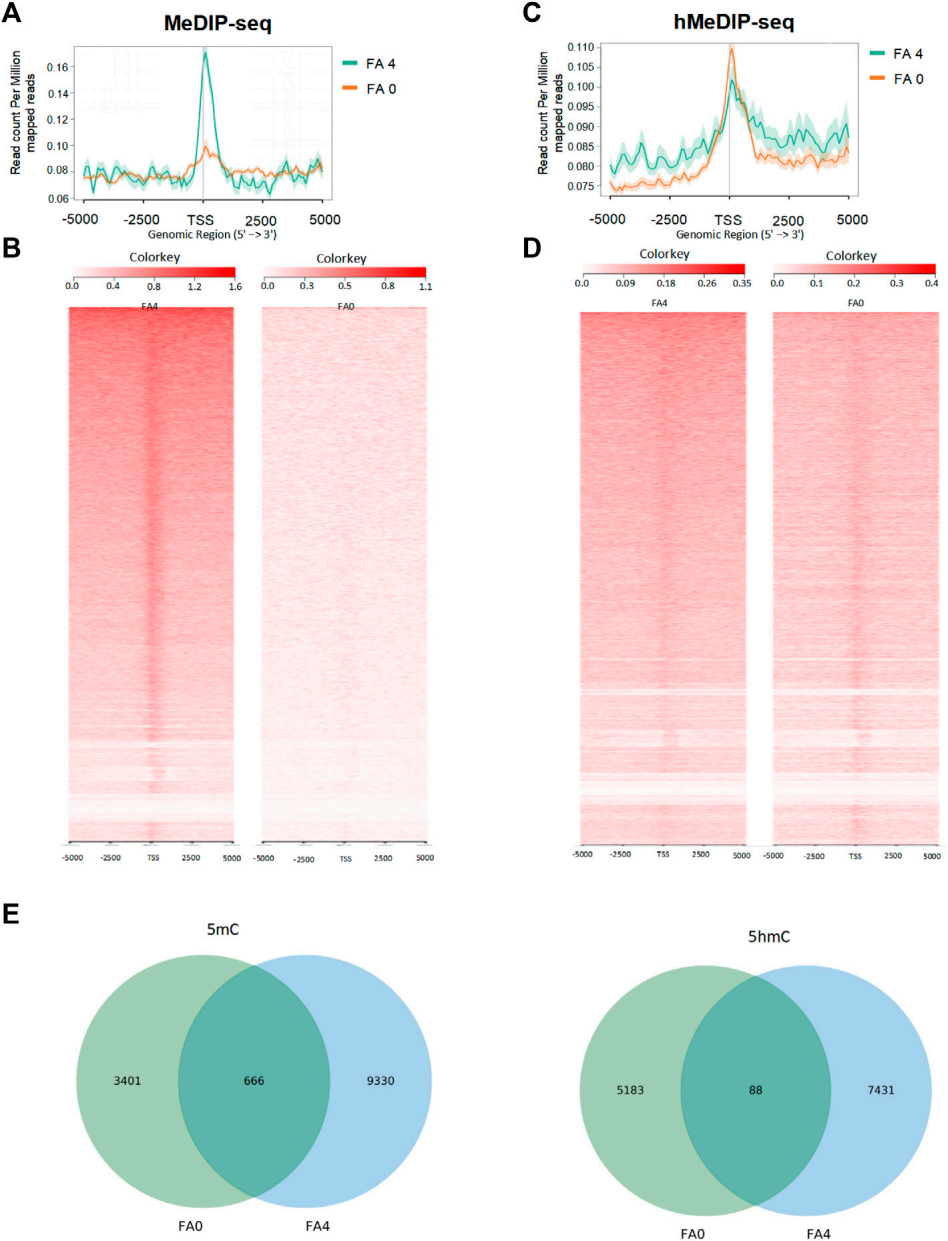
Genomic landscapes of 5mC and 5hmC were detected by MeDIP and hMeDIP deep sequencing in FA (0 mg/L) vs. FA (4 mg/L) mESC. **(A,C)** Average intensity plots of 5mC and 5hmC enrichment aggregated around TSSs. **(B,D)** Heatmap format ranked by read intensity. **(E)** The Venn diagrams showed the enrich-regions of 5mC and 5hmC by MeDIP and hMeDIP.

### Enrichment clustering analysis of methylated and hydroxymethylated genes in folate-deficient mouse embryonic stem cellss

We next analyzed genes containing altered 5mC and 5hmC peaks for more insights into 5mC and 5hmC under folate deficiency in mouse ESCs. The results showed that 61,194 genes were differentially methylated genes between normal folate and folate-deficient mouse ESCs, of which 33,992 were methylated and 27,202 were unmethylated (Supplementary Table S6). Gene Ontology Biological Process analysis showed that the unmethylated genes participated in cellular and developmental processes, and methylated genes were mostly involved in the cellular metabolic process (Figure 5A, Supplementary Tables S7 and S10). Results of GO Molecular Function and GO Cell Component analyses are shown in Supplementary Tables S8, S9, S11, S12. A total of 11,552 genes were differentially hydroxymethylated between normal folate and folate-deficient mouse ESCs, of which 5,508 genes were methylated and 6,044 genes were unmethylated (Supplementary Table S13). GO Biological Process analysis revealed that low hydroxymethylated genes were involved in nitrogen compound and macromolecule metabolic processes, and hydroxymethylated genes were mostly involved in the response to stress and biological regulation (Figure 5B, Supplementary Tables S14, S17). Molecular Function and Cell Component analyses of hydroxymethylated genes are shown in Supplementary Tables S15, S16, S18, S19. KEGG analysis revealed that the top three terms with enriched unmethylated genes were the Oxytocin signaling pathway, Long-term depression, and Apelin signaling pathway, while those of methylated genes were the Pathways in cancer, Rap1 signaling pathway, and MAPK signaling pathway. The top three terms with enriched non-hydroxymethylated genes were Thyroid hormone synthesis, Gastric acid secretion, and Cellular senescence, while those of hydroxymethylated genes were the Estrogen signaling pathway, Vasopressin-regulated water reabsorption, and Glucagon signaling pathway (Figures 5C,D, Supplementary Tables S20–S23). Interestingly, KEGG analysis also showed that hydroxymethylated genes were involved in the NTD-related Hedgehog signaling pathway and non-hydroxymethylated genes were involved in the p53 signaling pathway. These results suggested that hydroxymethylated genes regulated NTD-related pathways.

**FIGURE 5:**
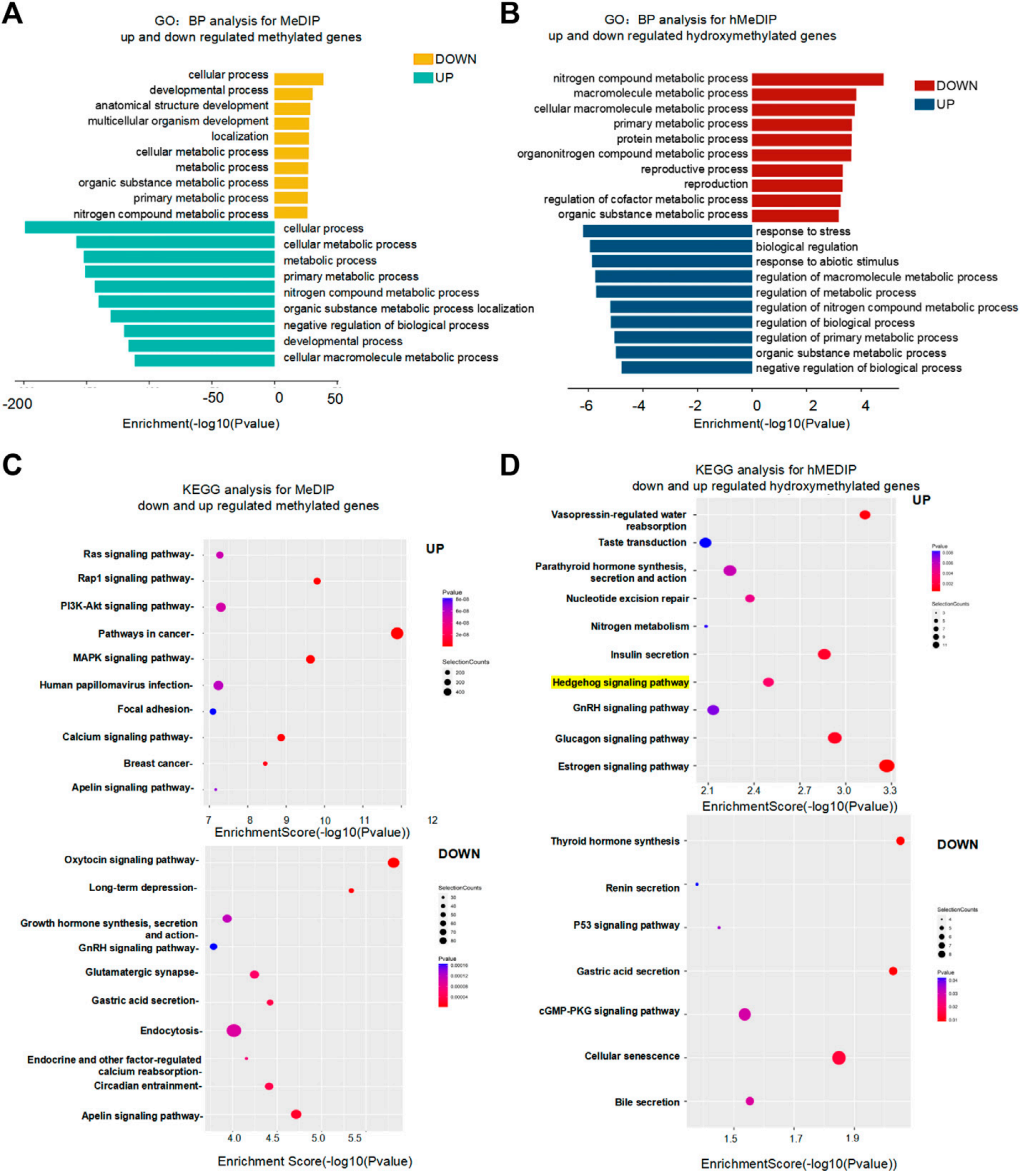
**(A,B)**. Functional network of enriched genes with MeDIP-Seq and hMeDIP-Seq peaks in FA (0 mg/L) vs. FA (4 mg/L) mESC. DAVID method was used to do functional annotation clustering for biological process annotations of upregulated and downregulated methylated or hydroxymethylated genes with MeDIP-Seq and hMeDIP-Seq. **(C,D)** KEGG enrichment analysis of upregulated and downregulated methylated or hydroxymethylated genes in FA (0 mg/L) vs. FA (4 mg/L) mESC. (Fisher’s exact test; *p* < 0.05). The most popular paths are shown in each category.

### Folate deficiency promotes 5hmC binding to Shh pathway genes in mESCs

We next examined the connection by assimilating RNA-seq data into methylated/hydroxymethylation and gene expression in promotor regions (Figures 6A,B, Supplementary Tables S24, S25). 

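Table S25 lists 880 promoter regions of 649 genes with more 5hmC in FA0 and 506 regions of 399 genes with more 5hmC in FA4, and these 5hmC calls are the paper's. After 8 genes listed on both sides were left out, 317 genes with more promoter 5hmC in FA0 and 196 with more in FA4 were expressed. The genes with more 5hmC in FA0 had a median change in expression of 0.03 (95% counting interval 0.02 to 0.06, percentile 36.8) and those with more in FA4 one of -0.01 (95% counting interval -0.03 to 0.01, percentile 3.84). By the counting intervals of their FPKM ratios, 118 genes of the set with more 5hmC in FA0 lay above and 81 below equal levels, against 55 above and 63 below in the other set. The difference between the medians was 0.04 (95% counting interval 0.02 to 0.07), at percentile 89.6 of 10000 pairs of random sets matched on expression. FPKM was higher in FA0 for 53.3% of the genes with more 5hmC in FA0, for 48.5% of those with more 5hmC in FA4 and for 55.7% of all expressed genes. These shares were not matched on expression.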

We also analyzed the percentages were comparable in promoter regions that were differentially hydroxymethylated with 38.07% of genes downregulated and 61.93% of genes upregulated (Supplementary Table S25). These results demonstrated that DNA hydroxymethylation was proportional to gene expression in the presence of folate deficiency. 

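At the 2-fold limit, 11 of the 317 expressed genes with more promoter 5hmC in FA0 were higher and 2 lower in FA0, and the remaining 304 were within 2-fold. The higher genes included Apoe, the apolipoprotein of lipid transport, with an FPKM of 131 in FA4 and 298 in FA0, and Celsr1, a planar cell polarity gene of neural tube closure, with 1.72 in FA4 and 5.27 in FA0. Phf19, Acsf2, Krt42, Matn1, Pde1b, Vash1 and Foxo6 were also among them, and the lower genes were Psenen and Snora34. Of the 196 genes with more promoter 5hmC in FA4, 1 was at least 2-fold higher in FA0, B4galnt3, and 3 were at least 2-fold lower, Rpl29 and the predicted genes Gm20767 and Gm8994. Apoe, Acsf2, Krt42, Matn1, Pde1b, Vash1, Foxo6, Psenen, Snora34 and the genes named for the other set were picked after their values were seen. The Shh-related genes of Table S25 had values on both sides of 0. The region of Gli2 that the paper lists as 10.2-fold higher in 5hmC in FA0 lies on chromosome 1 from 119052801 to 119053180. The paper's 5hmC values for it are 18.48 in FA0 and 1.73 in FA4, the same FA4 value as for Smurf1 and Ptch1, so the fold rests on a low value in FA4. Gli2, a transcription factor of the pathway, had an FPKM of 18.1 in FA4 and 21.9 in FA0, 1.21-fold higher (95% counting interval 1.14 to 1.3). Smurf1, a ubiquitin ligase, was 1.52-fold higher (95% counting interval 1.40 to 1.66). Csnk1g3, a casein kinase gene, had an FPKM of 8.88 in FA4 and 7.71 in FA0, and Ptch1, the Hedgehog receptor, 18.4 in FA4 and 17.8 in FA0. Hhatl had 2 reads in FA4 and 11 in FA0, a ratio of 5.84 with a counting interval of 1.3 to 54.2. The paper reasons from its plots of peaks against RNA changes in Figures 6A,B and from the shares of genes in Table S25, which count genes by the direction of their 5hmC change.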

Shh genes had higher hydroxymethylation in gene body regions in the absence of folic acid compared with those in controls. For example, *Gli2*, *Hhatl*, *Smurf1*, and *Gsnk1g3* are Shh-related genes. 5hmC profiles of representative Shh-related genes showed high 5hmC levels under folate deficiency (Figure 6C and Supplementary Table S25). 5hmC profiles of some other core genes (*Boc*, *Gas1*, *Cdon*, *Smo*, *Shh*, *Gli1*, *Gli3*) in Shh pathway were shown in Supplementary Figure S2. To ensure the reliability of this genome-wide phenomenon, we performed hMeDIP-qPCR of Shh genes. As shown in Figure 6D, hMeDIP-PCR revealed that binding of these Shh-related genes (*Gli2*, *Hhatl*, *Smurf1*, and *Gsnk1g3*) to 5hmC was significantly increased upon folate deficiency. Thus, folate deficiency promoted upregulation of 5hmC and subsequently increased binding of 5hmC to the promoters of *Gli2*, *Hhatl*, *Smurf1*, and *Gsnk1g3*.

**FIGURE 6:**
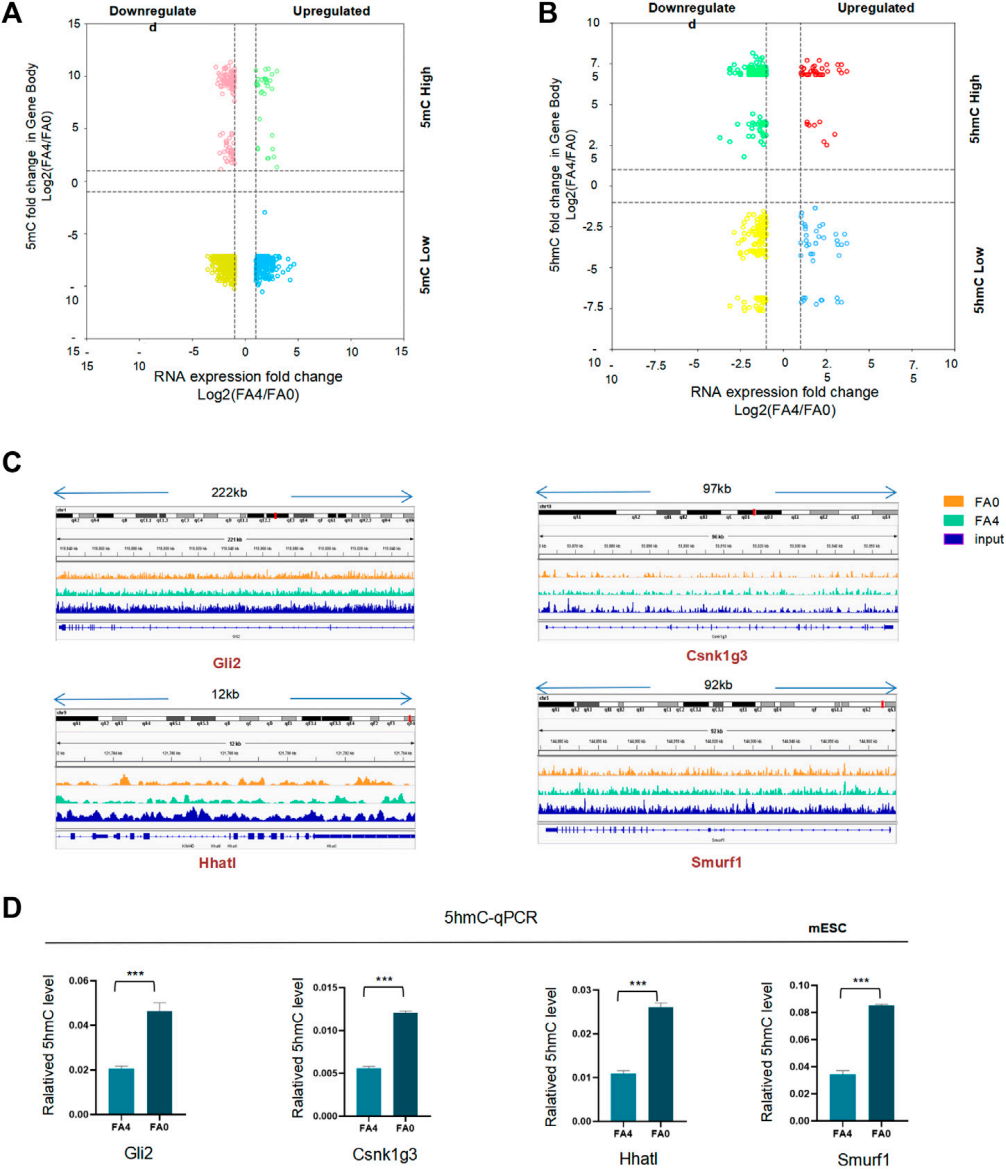
(A.B) Four quadrant diagram of differentially methylated **(A)** and demethylated **(B)** peaks at gene bodies and differentially expressed genes (FA4 vs. FA0, *p* < 0.05). The *x*-axis is Log2 fold change of RNA expression level, and the *y* axis is the difference in DNA demethylation. Dashed lines indicate a twofold difference. **(C)** hMeDIP-Seq density profiles for FA4 and FA0 at the genes (Gli2, Hhatl, Smurf1, Csnk1g3) in mESC by IGV. **(D)** The 5hmC level of the Shh-related to genes (Gli2, Hhatl, Smurf1, Csnk1g3) expressed significant differences in FA (0 mg/L) vs. FA (4 mg/L) mESC. *p < 0.05, **p < 0.01, ***p < 0.001.

### Folate deficiency promotes H3K27ac binding to Shh genes in mESCs

Epigenetics involves dynamic regulation of DNA methylation and histone modifications to affect gene expression. To further investigate the role of histone H3K27ac in nervous system development, ChIP-seq was performed using folate-deficient mESCs. Analysis of an equal numbers of reads from H3K27ac scanned in the entire mouse genome detected 73,769 peaks across 12,026 genes using anti-H3K27ac antibodies (Supplementary Table S26 and Supplementary Table S27). H3K27ac target genes in ChIP-seq revealed slightly increased levels of H3K27ac accumulation compared with controls in mESCs with folate deficiency. ChIP-seq analysis identified a remarkable overall change in H3K27ac near TSSs in folate-deficient cells (Figure 7A, Supplementary Table S28). H3K27ac enrichment peaks in chromosomes were shown in Supplementary Figure S3A. The Further Gene Ontology (GO) analysis indicated that these differentially expressed genes were enriched in GO terms of multiple biological processes, molecular functions, and cell component (Figure 7B, Supplementary Table S29–S31). In a ChIP-KEGG assay, the top 10 groups with enriched peaks among genes targeted by H3K27ac were related to neurodegeneration pathways (Figure 7C, Supplementary Tables S32). Genes with the highest peaks were associated with nervous system development, followed by neurons and neurogenesis. We calculated the total number of peaks of Shh genes that overlapped between modifications. ChIP-seq analysis showed that H3K27ac enrichment peaks levels of Shh-related genes between control mESC and folate-deficient (Figure 7D). H3K27ac enrichment peaks of some other core genes (*Boc*, *Gas1*, *Cdon*, *Smo*, *Shh*, *Gli1*, *Gli3*) in Shh pathway were shown in Supplementary Figure S3B.

**FIGURE 7:**
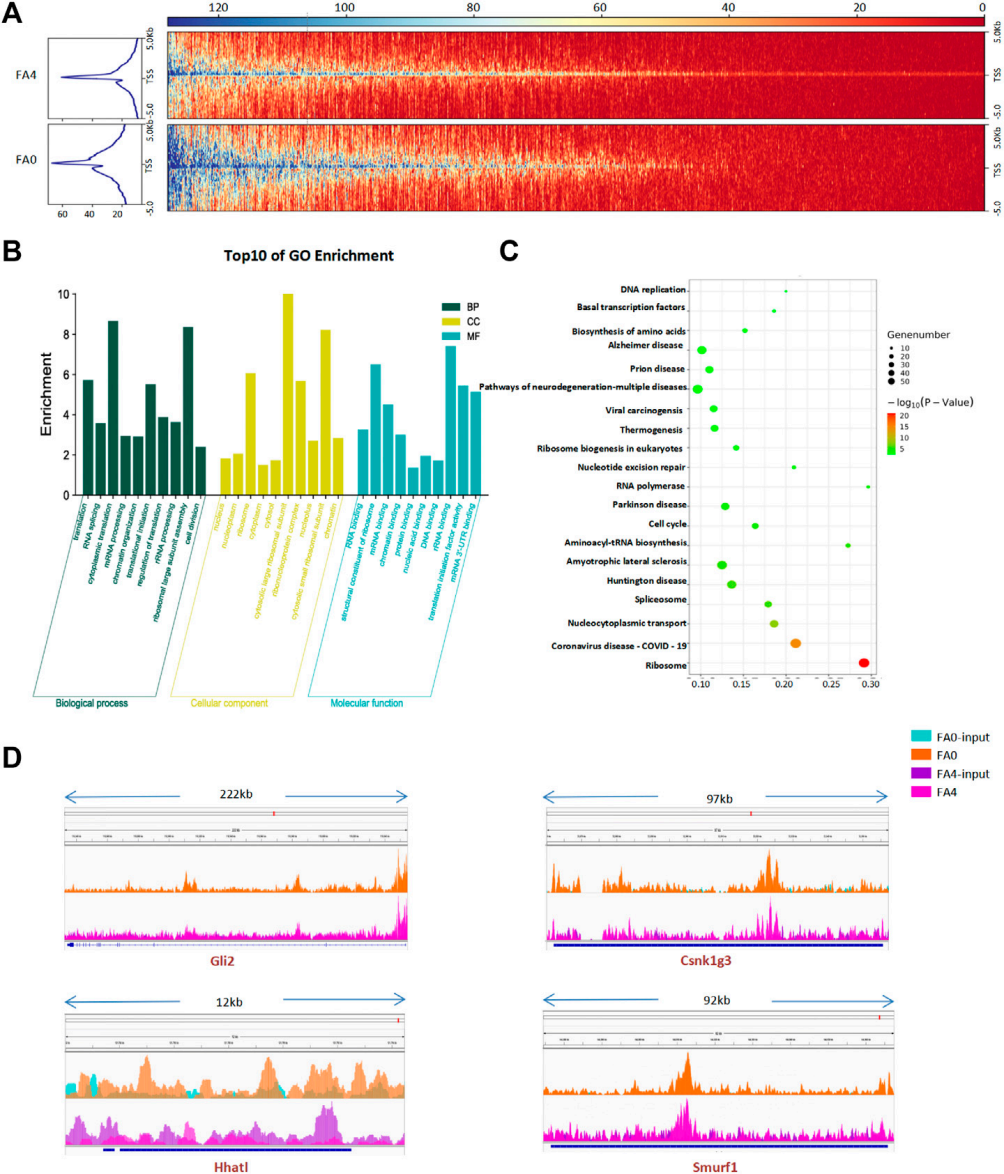
**(A)** Comparison of average ChIP-Seq reads densities and enrichment profiles for H3K27ac in FA (0 mg/L) vs. FA (4 mg/L) mESC. **(B)**. Functional network of enriched genes with H3K27ac enrichment genes in FA (0 mg/L) vs. FA (4 mg/L) mESC. DAVID method was used to do functional annotation clustering for biological process annotations. **(C)** KEGG enrichment analysis of H3K27ac enrichment genes in FA (0 mg/L) vs. FA (4 mg/L) mESC. (Fisher’s exact test; *p* < 0.05). The most popular paths are shown in each category. **(D)** ChIP-Seq density profiles for H3K27ac enrichment on Shh-related to genes (Gli2, Hhatl, Smurf1, Csnk1g3) in FA (0 mg/L) vs. FA (4 mg/L) mESC by IGV.

### MeDIP-Seq, hMEDIP-seq and H3K27ac ChIP analysis identifies Shh target genes under folate deficiency in mESC

Several studies have assessed the regulatory relationship between active DNA demethylation and histone modifications such as H3K4me3 and H3K27ac. To correlate DNA demethylation and histone modifications, we compared 5hmC, 5mC, and H3K27ac distributions promoter under folate deficiency. Global assessment of the total binding events between normal folate and folate deficiency demonstrated that a proportion of 5hmC binding events was lost. Some 5hmC binding sites overlapped with 5hmC- and H3K27ac-modified regions, suggesting that TET binds to the gene and catalyzes the hydroxylation of 5-methylcytosine (5mC) to 5-hydroxylmethylcytosine (5hmC) in regulatory elements upon folate deficiency. 5hmC peaks in Shh genes partly colocalized with H3K27ac modification, a histone marker associated with a transcriptionally active state (Figure 8A). As previously reported, the majority of H3K27ac was near TSSs. Interestingly, H3K27ac preferentially overlapped with 5hmC rather than 5mC. Moreover, 5hmC-binding profiles in representative Shh genes were associated with activation of the histone mark H3K27ac (Figure 8A), indicating a transcriptional activation role of folate deficiency in addition to its DNA methylcytosine dioxygenase activity in regulation of Shh gene transcription. Thus, a minority of these two modifications was overlapped in Shh genes. Collectively, although active DNA demethylation correlated to H3K27ac enhancement, this relationship appeared to be limited to certain regions of Shh gene loci. We also examined the expression of Shh pathway genes under folate deficiency in mESCs. Several Shh-related genes were upregulated in folate-deficient mESCs, including Shh genes *Gli2*, and *Hhatl* (Figure 8B). Interestingly, this effect was reversed by folinic acid supplementation (Figure 8B). hMeDIP-PCR revealed that binding of *Gli2* and *Hhatl* to 5hmC was also reversed by folinic acid supplementation (Figure 8C). We then analyzed Shh-related genes in NTD samples from mouse embryos. RT-qPCR showed that the mRNA levels of Shh genes were obviously increased in NTD embryos compared with controls (Figure 8D; *p* < 0.05). *Gli2* belong to the core genes in NTD development. Taken together, these results suggested that *Tet1* levels were increased concomitantly with a positive correlation to Shh gene expression in folate deficiency-induced mouse NTDs.

**FIGURE 8:**
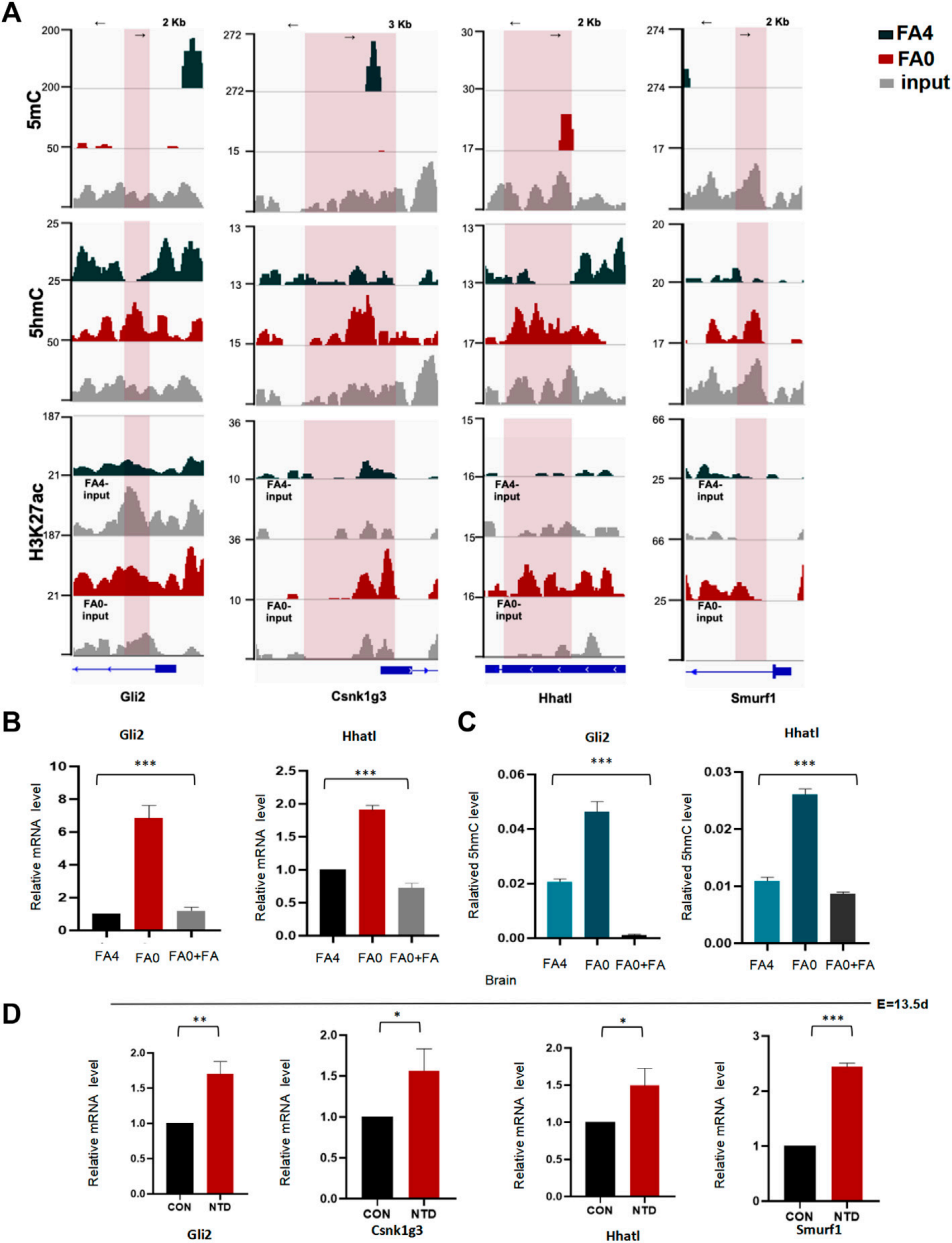
**(A)** Snapshots of the promoter regions of 5hmC, 5mC and H3K27ac profiles of Shh-related to genes (*Gli2*, *Hhatl*, *Smurf1*, *Csnk1g3*). in FA (0 mg/L) vs. FA (4 mg/L) mESC Tracks were shown in IGV. **(B)** Expression levels of Shh-related to genes (*Gli2*, *Hhatl)* in mESCs cultured in in FA (0 mg/L) vs. FA (4 mg/L) and folic acid supplementation mESC determined by RT-qPCR. Data are shown as mean (*n* = 3). *p < 0.05, **p < 0.01, by Student’s t test. **(C)** The 5hmC level of the Shh-related to genes (*Gli2*, *Hhatl*) expressed significant differences in FA (0 mg/L) vs. FA (4 mg/L) and folic acid supplementation mESCs. **(D)** Shh-related to genes (*Gli2*, *Hhatl*, *Smurf1*, *Csnk1g3*) extracted mRNA in cranial neural tissue of MTX-induced mouse NTDs was measured by RT-qPCR. Data are mean ± S. D (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001, by Student’s t test.

## Discussion

Several epigenetic studies have suggested a link between an impaired methylation cycle and human NTDs, such as an association with elevated homocysteine and suboptimal levels of folate in maternal blood (Zhang et al., 2018). Folate is absorbed and converted into tetrahydrofolate, which is the carrier of the one-carbon unit, the biologically active form of folic acid. The one-carbon unit for raw material synthesis of pyrimidines and purines plays a pivotal role in the biosynthesis of pyrimidines, purines, protein, and nucleic acids as well as growth and cell division (Hussain, 2012). SAM as a universal one-carbon donor is required for DNA methylation, which is acquired from methyl groups derived from folate (Irwin et al., 2016). Several studies have demonstrated the role of the folate pathway in DNA methylation, but whether the folate deficiency stress-induced hydroxymethylated DNA response is yet to be elucidated. Our data suggested that the genome-wide 5hmC profile was involved in pathways that are significantly associated with folate deficiency. Genome-wide enrichment of the 5hmC modification was found on active TSS and a decrease of 5mC binding to TSS under folate deficiency was observed in mESCs (Figure 3). In our previous study, we found that low global DNA methylation and low 5mC as a mid-product in fetal brain tissue with NTDs was related to NTD-affected pregnancy (Chen et al., 2010). It is worth mentioning that hydroxymethylated DNA is involved in folate metabolism. However, we found that aberrant folate metabolism potentially affected hydroxymethylated DNA. dTTP caused by a lack of folic acid synthesis, dUMP accumulation, and infiltration of DNA results in a decline in the stability of single and double chain rupture and chromatin DNA, which inhibits nucleic acid synthesis. In such cases, cells do not produce enough DNA for cell division, which seriously influences neural tube closure and fetal growth and development, leading to the occurrence of birth defects. Defects in DNA repair often led to neurodevelopmental and neurodegenerative diseases, indicating the importance of DNA repair in post-mitotic neurons. The cycle of cytosine methylation and demethylation on the enhancer of neurons is a potential source of site-specific DNA single-stranded breaks in neurons (Blount et al., 1997; Cali et al., 2019; Wu et al., 2021). Recent studies have also suggested that demethylation of DNA is indirect with modification of the methyl-cytosine by deamination or oxidation, sometimes referred to as ‘hydroxymethlyation’, followed by DNA repair (Greene et al., 2011). Our previous study demonstrated that epigenetic control can be changed by folate deficiency, giving rise to regulation of rRNA gene transcription that causes DNA DSBs (Xie et al., 2017). Whether 5hmC is involved in low-folate NTD fetuses remains to be investigated, which may contribute to our knowledge of the spatiotemporal complexity of nervous system diseases.

The formation and closure of the neural tube is complex, and is precisely regulated by a plenty of developmental regulators during early embryonic development (Saitsu, 2017; Pei et al., 2019; Yu et al., 2019; Heusinkveld et al., 2021). After implantation, total genome reassignment methylation at early fetal development. In recent years, a series of reports has shown that dynamic changes in DNA methylation and the synergistic effect of transcription factors play an important role in the regulation of gene expression (Lin et al., 2017; Hindorff et al., 2018; Luo et al., 2018). The histone acetyltransferase p300 as a transcriptional coactivator regulates gene transcription though acetylated histones and transcription factors in embryonic development and embryonic stem cell differentiation. A study found that the super enhancers of p300 recruitment, such as H3K27ac and H3 at lysine 4 (H3K4me1), may help to identify and regulate the critical point during cell fate decision (Creyghton et al., 2010; Rada-Iglesias et al., 2011). When DNA methylation levels are reduced, the structure of chromosomes is open, which promotes gene transcription. The distal regulatory regions of genes acquire specific activation-enhancing marks accompanied by the appearance of active chromatin of p300, H3K4me1, and H3K27ac (Xie et al., 2013). To select potential epigenetically altered genes, we focused on the Shh pathway. Our present data demonstrated that folate deficiency promoted 5hmC enrichment enhancer H3K27ac binding to Shh pathway genes *Gli2*, and *Hhatl* in mESCs. We found that folate deficiency induced gain of 5hmC *Gli2*, and Hhatl regions. These folate deficiency-induced 5hmC gains are significantly involved in pathways associated with NTDs, such as the p53 signaling pathway, and influence the expression of genes associated with neurodevelopment. Shh signaling involved in regulation of neural plate bending in the mouse embryo development. The Shh signaling pathway is a hedgehog signaling pathway that participates in patterning the dorsoventral axis of the neural tube (Murdoch and Copp, 2010). Three starting points of neural tube closure are different in the position and morphology of neural induction (Bear et al., 2012). Mouse models show that activation of the Shh pathway is associated with NTDs (Murdoch and Copp, 2010). Heterozygous loss-of-function mutations in the Shh signaling lead to abnormal early brain development, such as negative regulators of Shh signaling *Ptch1*, *Pka,* and *Rab23* lead to increased activity of the Shh pathway, which may be associated with exencephaly (Huang et al., 2002; Wang et al., 2013; Hor et al., 2018). In our study, folate metabolism was specifically activated selected Shh-related genes (*Gli2*, and *Hhatl*) in the low-folate brain of NTD mice (Figure 8A). The upregulation of these Shh-related genes by 5hmC may be a molecular regulatory event involved in NTC. This study suggested that 5hmC activates NTC-related genes in folate-deficient mESCs (Figures 5C,D). Folic acid supplementation may attenuate 5hmC and subsequently decrease 5hmC active marks on Shh-related genes at their promoter regions, resulting in decreased expression of Shh-related genes. Folic acid supplementation may also attenuate 5hmC enrichment on Shh and subsequently decrease 5hmC active marks on Shh-related genes at their promoter regions, resulting in decreased expression of NTC-related genes.

Hence, these marks collaborate to affect transcription of genes that regulate NTD development. Folate is particularly important because altered patterns of DNA methylation regulate gene functions and stability, which is termed “epigenetic” modification (Meethal et al., 2013). DNA methylation leads to an “erase-and-rebuild” strategy on a genome-wide scale, resulting in changes in DNA methylation levels (Guo et al., 2014). In a previous study, the global DNA methylation levels in brain tissue of deficient embryos was much lower than that in control embryos, which increased the risk of NTDs (Chen et al., 2010). TET enzymes are the writers of 5hmC status and play an important role in different biological processes. TET-mediated DNA demethylation and the corresponding dynamic regulation of DNA methylation play an important role in embryonic nervous system development (Santiago et al., 2014). Previous studies show that although *Tet1* and *Tet2* despite some overlaps, play distinct roles in mESC re-programming neurodifferentiation and development. Loss of function Tet1 leads to a reduction of the self-renewal capability in adult neuronal stem cells differentiation (Cheng et al., 2018). Double knockout of *Tet1/2* increases mortality in perinatal mice, which is accompanied by external brain malformation, cerebral hemorrhage, and growth retardation (Dawlaty et al., 2013). Triple deletion of *Tet1/2/3* can lead to differentiation defects of neuroectoderm and ectoderm in mice (Li et al., 2016). This suggests that TET gene expression is associated with neural development. We found the different trend in *Tet1*, *Tet2,* and *Tet3* expression under folate deficiency, indicating that TET enzymes have distinct roles in the regulation of neurogenesis. A limitation of our study was that only mouse NTD was collected and low folate human cases are needed to analyze the correlation of Tet levels with 5hmC affecting NTC-gene expression in human NTDs.

Taken together, our results provide strong evidence that folate deficiency induces aberrant 5hmC modification, which is linked to abnormal expression of Shh-related genes and subsequently NTDs. This study extends our understanding of aberrant epigenetic modification of NTC-related genes in NTDs.

## Materials and methods

### Animals

Six-to 8-week-old female and male C57BL/6 mice were purchased from Beijing Vital River Laboratory Animal Technology. Mice were kept under specific pathogen-free conditions with a standard light–dark cycle. Female mice were fed a low folate diet and male mice were fed a normal diet for more than 4 weeks. Temporary mating was achieved by nighttime mating on embryonic day 0.5 (E0.5) when the vaginal lid was open in the morning. Establishment of the NTD mouse model was performed by intraperitoneal injection of 1.5 mg/kg (body weight) MTX (Sigma) at E7.5. Pregnant mice were sacrificed at 13.5 days after mating and embryos were isolated. The embryos were rinsed with pre-cooled DEPC-treated PBS. All procedures, including animal handling, followed institutional guidelines for the care of laboratory animals.

### Detection of maternal serum FA concentration

Mouse FA ELISA Kit (CUSABIO) was used to detect the level of FA in maternal serum. The maternal serum had been obtain by 3000rpm, 15min, 4°C in advance. According to the manufacturer′s protocol, the levels of FA in control maternal serum were compared with those serum which from pregnant mice with NTDs.

### Immunohistochemistry

Fetal mouse brain tissues were fully fixed with 4% paraformaldehyde. After 48 h, these tissues were washed by PBS, dehydrated by ethanol, paraffin-embedded, sliced and washing again. Subsequently, these tissues were dissolved in ethanol and washing. The tissue antigen was repaired. Blocking was using 5% goat serum. TET1 (dilution 1:100; Genetex), TET2 (dilution 1:100; Genetex), TET3 (dilution 1:100; Genetex), DNMT1(dilution 1:100; Genetex), DNMT3b (dilution 1:100; Genetex) as the primary antibodies was performed at 4 °C overnight. Quality was assessed on each batch of slides including a negative control. And the primary antibody was substituted by 10% normal goat serum in order to rule out non-specific signals.

### Cell culture and folic acid treatment

Mouse embryonic stem cell (mESC) line Sv129 was obtained from the Capital Institute of Pediatrics Cell Bank. The cell line of folic acid deficiency group was cultured in Dulbecco’s modified Eagle’s medium (Gibco) supplemented with 15% fetal bovine serum (Gibco), 0.1 mM non-essential amino acids (Gibco), 0.1 mM glutamate (Gibco), 0.07 mM glucose, penicillin (Gibco), 0.1 mM β-mercaptoethanol (Invitrogen), and mouse leukemia inhibitory factor (Millipore). Folate (Sigma) was added to the medium of FA0 as medium of the normal group (final concentration: 4 mg/L). After resuscitating normal mESCs, Sv129 cells were randomly split into FA4 and FA0. Next, two groups were added correspond medium and were cultured at 37°C with 5% CO2 in a humidified incubator and passaged every 2–3 days. The culture medium was changed daily. Folic acid supplementation mESCs should be add FA (50 μM) into FA0 for 24 h.

### RNA-seq and data analysis

Sv/129 cells was used to manufactured as total RNA which selected TRIzol reagent (Invitrogen). Total RNA quality was verified using the Agilent 2100 BioAnalyzer. Library of RNA-sequencing was created using certified total RNA. The NEBNext Ultra RNA Library Prep Kit for llumina was used to build the RNA sequencing library according to manufacturer’s protocol. PCR enrichment and purification of PCR contributed to eatablish final library, then assessed by Agilent 2100 BioAnalyzer. Next, raw data was created using bcl2fastq software from which the original image files of sequencing were identified and were transformed to sequenced reads. Clean data was filtered from raw data. It was aligned to the reference sequence using Hisat2/Tophat. In this step, it was based on all subsequent analysis. Transcript assembly was performed using Stringtie software. The expression level from readcount and the FPKMs of geneswas were then calculated. Differentially expressed gene (DEG) analysis and other bioinformatics analysis were counted using limma/DESeq software. Genes with |Log2 fold change (Log2FC)| ≥1 and *p*-Value ≤ 0.05 were considered as DEGs in comparative analysis. Genes that did not reach these threshold parameters were not considered in further analysis.

### Chromatin immunoprecipitation-seq

Sv129 cells were collected and prepared as ChIP samples using a Simple ChIP Enzymatic chromatin IP kit (9005, CST) in accordance with the manufacturer’s protocol. The DNA concentration in samples was appropriate between 50 and 200 μg/ml. DNA was digested to lengths of 200–500 bp. Anti-H3K27ac (CST) was added to the chromatin preparation to immunoprecipitate chromatin complexes. Quality control of IP samples conducted by an Agilent 2200 before ChIP-sequencing.

### hMeDIP-seq and MeDIP-seq

Before hMeDIP-seq and MeDIP-seq, DNA was extracted from Sv129 cells using a TIANamp Genomic DNA Kit (TIANGEN BIOTECH, China) and fragmented by sonication to yield fragments ranging from 200 to 600 bp. The DNA fragments were captured using a hMeDIP Kit (Active Motif, United States of America) and MeDIP Kit (Active Motif). Extracted DNA was used to build hMeDIP and MeDIP sequencing libraries using a NEBNext Ultra DNA Library Prep Kit for Illumina. Adaptor-ligated DNA was selected by size and enriched by PCR following the manufacturer’s protocol. hMeDIP DNA libraries were quantified using a Quant-iT PicoGreen dsDNA Kit (Life Technologies) and subjected to high-throughput 150 base paired-end sequencing on an Illumina HiSeq sequencer in accordance with the manufacturer’s protocol. Total peaks for genes were detected across the mouse genome by analyzing equal reads at 5mC. By scanning the entire mouse genome, the number of reads and peak splits of genes in 5hmC were detected (fold change ≥1.5, *p* ≤ 0.05).

### hMeDIP-qPCR

DNA samples were fragmented to 200–600 bp. Each sample was divided into two portions: one was enriched as an IP sample by immunoprecipitation with specific antibodies and the other was used as input. DNA samples were purified and subjected to hMeDIP-qPCR verification of target genes. Target gene location information is available in hMeDIP-seq and appropriate primer sequences are available on the UCSC genome browser website (http://genome.ucsc.edu/cgi-bin/hgGateway). Primer sequences are shown in Supplementary Table S33.

### RT-qPCR

Trizol reagent (Invitrogen, United States of America) was used to extract total RNA. Reverse transcription was carried out using BlasTaq 2X Qpcr MasterMix (ABM, Canada). qPCR was performed using Maxima SYBR Green/ROX qPCR Master Mix (ABM). Add one cDNA template to each reaction. Primer sequences are shown in Supplementary Table S33.

### Statistical analysis

All experimental results were presented as means ± SD, which were repeated at least 3 times. The software of GraphPad Prism 8 version was used to analyse all data. A *p*-value of <0.05 was programmed to prompt that data have statistically significant.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: NCBI, under the following Accession Numbers: GSE204874, GSE204869, GSE204870, GSE204871 and GSE204872.

How the deposited data were processed for this re-analysis (not part of the article)

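RNA-seq was done on Sv129 mESCs with 4 mg/L folate (FA4) and 0 mg/L folate (FA0), 1 library per condition, and the paper's other assays were not analysed here. The authors aligned the reads to mm10 and deposited FPKM per Ensembl gene. The submitters' processing notes name HISAT2 2.1.0, StringTie 1.3.3b and DESeq 1.28.0, while the paper's methods also name Tophat and limma. How multi-mapped reads and strand were treated is not given in the sources used here. The deposited FPKM are scaled to each library's own total and were not rescaled between the libraries.

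From the FPKM, the change of each gene was calculated as log2 of (FPKM + 1) in FA0 over (FPKM + 1) in FA4, over 14345 genes with FPKM of at least 1 in either library. Genes with a change of at least 1 in size are called at least 2-fold higher or lower. The paper's folds use no pseudocount and no scaling for depth, so this limit is stricter for genes of low FPKM. The paper's p threshold of 0.05 was not applied. With 1 library per condition, no test, no p-value and no leave-out of replicates was possible.

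Reads per gene were recovered from the FPKM and the merged exon length of each gene in GENCODE M21, which is on the same build. The step of 1 read was fitted by least squares on the low values, and it gave a scaling total of 18807155 for FA4 and 17704816 for FA0. The reads summed over the genes, 19529484 for FA4 and 18362316 for FA0, exceed these totals, and the reason was not tested. Lengths were found for all but 72 of the 28839 genes. Clopper-Pearson intervals at 95% for the ratio of reads cover counting error only. For the median of a gene list, reads were redrawn 1000 times from a Poisson distribution and the 95% range was taken.

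Before the data were examined, 34 gene lists and the rule for named genes were set. The rule took every gene the paper names, the 12 largest rises and 12 largest falls among genes with FPKM of at least 5 in either library and a symbol that is not a predicted or clone-based name, up to 4 members with the largest change from each list (all members of lists of 10 or fewer), and the genes that Table S3 gives for the pathways the paper names. Values of Stra8, Dppa5b, Fabp3, Pla2g7 and the last genes of Table S1, and the gene names of Table S3, had been seen by then. Genes named outside this rule are said to be picked or chosen after their values were seen, and a list of retinoic acid targets was also written after the other lists had been seen. The median change of each list is given with its percentile among 10000 random lists of the same size, drawn from 20 bins of mean log2(FPKM + 1). Genes of Table S25 were matched by symbol, 516 of 641 with more 5hmC in FA0 and 302 of 391 with more in FA4.

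The alternatives set before the data were examined were a pseudocount of 0.1 or 0.5, no minimum, a minimum FPKM of 5, rescaling of FA0 by the median ratio of 7744 genes with FPKM of at least 5 in both libraries, and rescaling of both libraries to TPM. Chosen after seeing the data were the removal of a gene length and GC trend (a cubic fit on all expressed genes outside the lists, which took up 2.60% of the variance), the use of reads without scaling for depth, and a counting interval that excludes equal levels.

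The scripts were tested on simulated libraries of 14000 expressed genes drawn from the mean FPKM, with 198 of them changed in FA0. Reads were drawn from a Poisson distribution with no spread between cultures, so the shares called below cover counting error only. Of lists drawn at random, 7% fell outside the middle 95% of matched lists. The 2-fold limit called 100% of genes raised by 2.5 on the log2 scale and 95.8% of those lowered by 2.5, 96% of those raised by 1.5 and 64% of those lowered by 1.5, and 0.5% of unchanged genes. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used. Table S24 was held only in part and was not used.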

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

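There were 21 gene lists outside the paper's RNA-seq terms and its Shh-related genes. Of these, 8 had a median change outside the middle 95% of random lists matched on expression. About 1.05 would be met if the genes of each list varied as independently of each other as genes drawn at random. Whether they do was not tested, so the excess is not a measure of significance. Of the 8 lists, 4 lay outside under each alternative processing and 4 did not, as given for each. Replication-dependent histone genes lay outside too, but they are behind 2 of the paper's terms and are not in this number. The paper discusses genes of neural tube closure in general, without RNA-seq values. The tests of S-phase genes, of the summed reads of the 2-cell genes and of the gene length and GC trend, and the list of retinoic acid targets, were chosen after these results were seen.

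Genes of the 2-cell-like state, a rare state of mESC cultures marked by Zscan4, had the lowest median change of all lists, -1.37 (95% counting interval -1.58 to -1.29, percentile 0). Of 14 expressed genes, 12 were at least 2-fold lower in FA0. The paper called 13 of the 14 in Table S1 on these same 2 libraries, and the 1 other gene had a change of -0.66 (percentile 4.64). The copies of this family share sequence, but the reads summed over the 14 expressed genes went from 1802 in FA4 to 277 in FA0. That is a ratio of 0.163 per total (95% counting interval 0.143 to 0.185), so reads moving among these genes do not account for the lower level. Copies outside this sum were not checked. Removal of a gene length and GC trend left the median at -1.32, and over all alternatives it ran from -2.49 to -1.09. A weaker retinoic acid response is a candidate explanation that stays open. The 5 expressed targets, without the genes whose lower level prompted the list, Stra8 among them, had a median of -0.26 (95% counting interval -0.52 to -0.02). Their percentile was 3.18, with a counting range of 0.3 to 28.7, and Rarg was at -0.68 and Tgm2 at 0.97. That percentile met the bound set in advance against the explanation, 2.5 or more, but its counting range spans 2.5. With a minimum FPKM of 5 the median of the targets was 0.14 (percentile 48.4), of the opposite sign. An effect of folate itself was not tested apart from other differences between the 2 cultures, because each condition has 1 library.

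Replication-dependent histone genes had a median change of -0.72 (percentile 0). A gene length and GC trend does not explain it, since its removal left -0.77. The reads summed over the 25 expressed copies had a ratio of 0.669 (95% counting interval 0.61 to 0.733), so reads moving among these copies do not account for it. Of 61 listed copies, those below the FPKM minimum were not in the sum, so reads moving to them stay open. Whether less RNA without a poly(A) tail was captured in FA0 stays open: 199 small nuclear, nucleolar and Cajal body RNA genes, which lack a tail too, had a median change of 0.34 (95% counting interval 0.07 to 0.46), past the bound set in advance against this explanation. That bound was judged too weak only after the value was seen, because the median such gene had 5 reads in its higher library, although the 29 such genes that lie outside other genes had a median of 1.04 (95% counting interval 0.54 to 1.11), which goes against the explanation. Rn7sk and Terc, which are RNAs outside these classes chosen after their values were seen, differed, with 30 reads in FA4 and 5 in FA0 for Rn7sk and 12 and 11 for Terc (ratio 0.974, 95% counting interval 0.389 to 2.41). For a smaller share of cells in S phase, DNA replication genes had a median of 0.016 (95% counting interval -0.05 to 0.083), past the bound written against this explanation. It was kept open because 8 members lay above and 6 below equal levels by their counting intervals, a rule set after the values were seen.

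The other lists are given as values. Medians without genes of Table S1, called on these same 2 libraries, are a check added after the results were seen. Germline genes silenced by promoter methylation had a median change of -0.28 (percentile 0.11, 15 genes), and -0.56 (percentile 0) with a minimum FPKM of 5. Mael is also in the piRNA list and Syce1 in the meiotic list, so this list is not separate from those. Replacement histone genes, which are not tied to replication, were at -0.35 (percentile 1.79), with H1f0 at -0.94 and H2afz at 0.00, and at -0.30 (percentile 4.61) with the length and GC trend removed. Primed epiblast genes were at -0.41 (percentile 0.49), with Cldn6 at -1.37 and Pou3f1 at 0.50, and at -0.13 (percentile 3.22) with no minimum FPKM. Neural tube closure genes were at 0.23 (percentile 98.3), with 12 of 22 genes above and 6 below equal levels by their counting intervals, and at 0.099 (percentile 82.3) with no minimum and 0.16 (percentile 96.4) with the trend removed. The largest changes among them were 1.21 for Celsr1, 0.95 for Shroom3, 0.75 for Marcks and 0.66 for Vangl1. Immediate early genes went both ways, 6 above and 5 below equal levels, with Fos at 1.20 and Jund at -0.62. Their median was 0.29 (percentile 99.1), but 0.12 (percentile 89.5) with no minimum and 0.12 (percentile 80.4) with a minimum FPKM of 5. For p53 targets the median was 0.22 (percentile 99.8) and for mitosis genes 0.23 (percentile 99.95), with Cenpf at 0.55 and Mki67 at 0.51.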

How the results depend on the processing

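The length and GC trend, the reads not scaled for depth and the counting interval were chosen after seeing the data. No paired analysis was possible because each condition has 1 library, and no replicate can be left out. The numbers of genes past 2-fold depend on the pseudocount and the minimum FPKM, and the share of higher genes among them ran from 59.7% with reads not scaled for depth to 75.4% with TPM, against 69.3%. A counting interval that excludes equal levels was met by 343 of the 429 higher and 154 of the 190 lower genes. Rescaling FA0 by the median ratio moved no list median, no number of genes and no named gene beyond the limits used here. That ratio was 0.994, so the rescaling changed each value very little and is a weak check. The median change of all expressed genes was 0.13 with TPM and -0.024 with reads not scaled for depth. Depth limits the genes with few reads, whose folds carry the widest counting intervals.

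Of 37 list medians, 19 moved by more than 0.5 of the width of their counting interval with TPM, 17 with reads not scaled for depth, 15 with a minimum FPKM of 5, 10 with the trend removed, 8 with no minimum, and 3 and 2 with a pseudocount of 0.1 and 0.5. Among them and the numbers of genes, which count as moved beyond 1.5 times, the results reported beside the paper's conclusions moved as follows. TPM and the reads not scaled for depth shift the ratios of all genes by a common factor, so list medians near 0 move with it. The percentiles moved little: 41.4 with TPM and 38.8 with unscaled reads for the enzymes (main 40.7), 69.6 and 71.2 for PRC2 (main 70), and 0 in each for hypoxia-induced genes. For the other alternatives the cause was not tested. With a pseudocount of 0.1, 951 genes were at least 2-fold higher, 409 genes at least 2-fold lower and median changes were -0.94 for procollagen prolyl 4-hydroxylase, -1.42 for replication-dependent histone genes. With a pseudocount of 0.5, 659 genes were at least 2-fold higher and median changes were -1.02 for replication-dependent histone genes. With no minimum FPKM, median changes were -0.52 for procollagen prolyl 4-hydroxylase, -0.28 for replication-dependent histone genes, 0.012 for genes with more promoter 5hmC in FA4. With a minimum FPKM of 5, 195 genes were at least 2-fold higher, 80 genes at least 2-fold lower, 216 genes of the paper's Table S1 were at least 2-fold apart in the paper's direction and median changes were 0.062 for DNA methylation and demethylation enzymes, -0.055 for peroxisomal beta-oxidation, -1.48 for replication-dependent histone genes, -0.0095 for genes with more promoter 5hmC in FA0. With TPM, 883 genes were at least 2-fold higher, 288 genes at least 2-fold lower and median changes were 0.073 for DNA methylation and demethylation enzymes, -0.30 for hypoxia-induced genes, -1.13 for replication-dependent histone genes, 0.048 for PRC2, 0.11 for genes with more promoter 5hmC in FA0, 0.064 for genes with more promoter 5hmC in FA4. With the length and GC trend removed, median changes were -0.094 for DNA methylation and demethylation enzymes, -0.00057 for genes with more promoter 5hmC in FA0, -0.042 for genes with more promoter 5hmC in FA4. With reads not scaled for depth, median changes were -0.091 for DNA methylation and demethylation enzymes, -0.44 for hypoxia-induced genes, -0.40 for the piRNA pathway, -0.11 for PRC2, -0.052 for genes with more promoter 5hmC in FA0, -0.080 for genes with more promoter 5hmC in FA4. Median changes of hypoxia-induced, meiotic, piRNA, prolyl 4-hydroxylase and histone genes stayed below 0 under each alternative. The median of peroxisomal genes and those of the enzymes, PRC2 and the promoter 5hmC sets lie near 0 and changed sign between alternatives. Of 198 named genes, 77 moved beyond the limits used here with TPM, 56 with reads not scaled for depth, 37 with the trend removed and 29 with a pseudocount of 0.1. Gli1, with a change of 0.09, had -0.014 with the length and GC trend removed, and other genes near 0 changed sign too, such as Gli3 from 0.012 to -0.081.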

Differences from the paper's values

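The paper measured several genes by RT-qPCR in FA0 relative to FA4, and the ratio of FPKM is the RNA-seq measure of the same quantity by another assay, with 1 library per condition. For Tet1 the paper's value is about 2.7 in Fig. 3E, read by eye, and the ratio of FPKM was 0.995 (95% counting interval 0.963 to 1.03). The paper's value for Tet2 is about 2.1 in Fig. 3E, read by eye, and the ratio was 0.751 (95% counting interval 0.720 to 0.784). For Tet3 the paper has about 0.15 in Fig. 3E, read by eye, against a ratio of 1.34 (95% counting interval 1.19 to 1.51). For Dnmt3b it has about 0.48 in Fig. 3E, read by eye, against 1.63 (95% counting interval 1.53 to 1.74). For Gli2 it has about 6.9 in Fig. 8B, read by eye, against 1.21 (95% counting interval 1.14 to 1.3). These ratios use no pseudocount and no minimum, so of the alternatives set before the data were examined only the 2 scalings apply. All 5 genes differ from the paper's values under both. Each scaling multiplies all ratios by 1 factor, which took Tet1 from 0.995 to 1.001 and 1.05, too little to bridge these gaps.

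In direction, the paper states that Tet2 increased and that Tet3 and Dnmt3b decreased under folate deficiency, and the RNA-seq values lie on the other side of equal levels for these 3 genes. Tet1, which the paper states increased, had a ratio whose counting interval includes equal levels, and 1.05 with TPM (95% counting interval 1.02 to 1.09). Dnmt1 (ratio 1.1), Dnmt3a (0.881), Gli2 and Hhatl lie on the paper's side, Hhatl on 2 reads in FA4 and 11 in FA0. Tdg (0.938) does so within a counting interval that includes equal levels. With TPM Dnmt3a had 0.932 (95% counting interval 0.862 to 1.01) and Tdg 0.992 (95% counting interval 0.851 to 1.16). Both intervals include equal levels, and both ratios then differ from the paper's values of about 0.6 and 0.65, read by eye. The paper states that promoter hydroxymethylation was proportional to expression, and the 2 sets of genes of Table S25 had median changes of 0.03 and -0.01. The difference of 0.04 runs in the paper's direction, with a 95% counting interval of 0.02 to 0.07, at percentile 89.6 of random pairs of sets. It was smaller with no minimum FPKM, where the medians were 0.021 and 0.012, and with a minimum FPKM of 5, where they were -0.0095 and -0.030. Past 2-fold, 3.47% of the genes with more 5hmC in FA0 were higher and 0.631% lower in FA0 (11 and 2 genes), against 0.510% and 1.53% of those with more in FA4 (1 and 3 genes) and 2.99% and 1.32% of all expressed genes, and these few genes were not tested. The paper's Table S1 calls 375 higher and 198 lower genes. Of these, 14 higher and 2 lower genes are in the former set and 1 higher and 5 lower in the latter, with no minimum FPKM. Among the expressed genes of the latter set, 4 were lower.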

Other observations

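The removal of the gene length and GC trend was chosen after the results were seen. Several imprinted transcripts differed by more than 2-fold between the libraries, in both directions. Meg3, a maternally expressed long non-coding RNA of the Dlk1-Dio3 region, had an FPKM of 14.9 in FA4 and 43.3 in FA0, 2.90-fold higher (95% counting interval 2.81 to 3.00). Rian, from the same region, was 2.93-fold higher (95% counting interval 2.83 to 3.04), and Mirg, chosen after its value was seen, was 2.31-fold higher (95% counting interval 2.07 to 2.58). Peg10, a paternally expressed gene, was 2.13-fold higher (95% counting interval 2.05 to 2.21). H19 went the other way and was 2.82-fold lower (95% counting interval 2.51 to 3.17). Over 18 expressed imprinted genes, 4 were at least 2-fold higher and 1 lower, and the median change was 0.05 (percentile 57.0), or 0.15 (percentile 91.5) with a minimum FPKM of 5.

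Folate receptors and enzymes did not move together. Of 35 expressed genes of folate and one-carbon metabolism, 1 was at least 2-fold higher in FA0, and none lower. This was the folate receptor gene Folr2, 2.62-fold higher (95% counting interval 1.94 to 3.58). Folr1, chosen after its value was seen, had an FPKM of 67.8 in FA4 and 47.4 in FA0. Aldh1l1, a formyltetrahydrofolate dehydrogenase, was 2.82-fold higher (95% counting interval 2.21 to 3.62) by the ratio of FPKM and had a change of 0.96. Dmgdh, dimethylglycine dehydrogenase, was 2.22-fold higher (95% counting interval 1.65 to 3.02) by that ratio with a change of 0.70, and Gldc, of the glycine cleavage system, had a change of 0.70. Mthfsl, picked after its value was seen, was 2.63-fold lower (95% counting interval 1.84 to 3.81), with a change of -0.63. Over the list the median change was 0.00 (percentile 56.1).

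The paper measured Tet, Tdg and Dnmt genes by RT-qPCR. In the RNA-seq libraries Tet1 had an FPKM of 26.1 in FA4 and 25.9 in FA0, Tet2 of 16.5 in FA4 and 12.4 in FA0, Tet3 of 1.64 in FA4 and 2.20 in FA0 and Tdg of 3.55 in FA4 and 3.33 in FA0. Dnmt1 had 43.1 in FA4 and 47.3 in FA0, Dnmt3a 4.50 in FA4 and 3.96 in FA0 and Dnmt3b 15.0 in FA4 and 24.5 in FA0. Of 20 other genes of the DNA methylation machinery none was at least 2-fold apart with a median of 0.01 (percentile 64.8), and Uhrf1, which brings Dnmt1 to replicated DNA, was 1.74-fold higher (95% counting interval 1.69 to 1.80). Gapdh, the control gene of the paper's RT-qPCR, had an FPKM of 13.5 in FA4 and 14.8 in FA0, and its many processed pseudogenes make the value uncertain.

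Of the paper's Shh-related genes, 9 of 11 were expressed, none was at least 2-fold apart, and the median change was 0.01 (percentile 34.8). It was 0.17 (percentile 80.8) with a minimum FPKM of 5 and -0.081 (percentile 19.5) with the gene length and GC trend removed. Shh itself had 5 reads in FA4 and 1 in FA0. Boc, Cdon and Smo had changes between -0.08 and -0.06, Gas1 had 0.31 and Gli3 0.01. The 32 expressed other components of the pathway had a median of 0.16 (percentile 96.0) and 7 target genes of 0.19 (percentile 86.2), none of them at least 2-fold apart. With the trend removed the median of the components was 0.066 (percentile 78.2) and that of the targets 0.065 (percentile 67.5). Among the targets Mycn had a change of 0.69.

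Hypoxia-induced genes were the third group weighed for a technical origin. Removal of the gene length and GC trend left their median at -0.39, so that trend does not explain the lower level. Differences in oxygen or cell density between the cultures were not tested, and with 1 library per condition they stay open beside folate.

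Markers of other cell types were expressed at few genes. The median change was 0.11 (percentile 59.5) for 4 neuroectoderm genes, 0.48 (percentile 92.4) for 3 mesoderm genes, -0.19 (percentile 7.38) for 7 endoderm genes, -0.09 (percentile 13.6) for 5 trophoblast genes and 0.09 (percentile 53.4) for 5 fibroblast genes. These medians rest on few genes. With a minimum FPKM of 5 the endoderm median was 0.96 (percentile 100) and the neuroectoderm median -0.096 (percentile 43.7), both of the opposite sign, and the fibroblast median 0.47 (percentile 93.8), and with no minimum the mesoderm median was 0.0052 (percentile 22.9). Col4a1 was 2.06-fold higher (95% counting interval 1.97 to 2.15), Gata6 3.32-fold lower (95% counting interval 2.61 to 4.23) and Krt18 2.64-fold lower (95% counting interval 2.09 to 3.36). The 22 pluripotency genes had a median of -0.13 (percentile 52.1), with Tfcp2l1 at 0.79 and Zfp42 at -0.78. LIF and STAT3 signalling was at 0.18 (percentile 95.3), the integrated stress response at -0.21 (percentile 9.04) with Chac1 at -0.81 and Atf5 at 0.89, and DNA replication genes at 0.02 (percentile 89.3). With a minimum FPKM of 5 the integrated stress response was at -0.31 (percentile 0.620), outside the middle 95% of random lists, and with the trend removed LIF and STAT3 signalling was at 0.092 (percentile 86.4). As signs of RNA quality, 13 mitochondrially encoded genes were at -0.01 (percentile 81.9) and 83 ribosomal protein genes at -0.23 (percentile 4.92), and with the trend removed the former were at 0.086 (percentile 96.4).

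The fold changes of the paper's Table S1 match the ratio of recovered reads without scaling for depth. For 556 genes with FPKM above 0 in both libraries the paper's log2 value differed from that ratio by at most 8.1e-05, and from the log2 ratio of FPKM by a constant -0.09. For Fabp3 the paper's value is 2.59 and the log2 ratio of FPKM was 2.68. On the FPKM scale 14 of the paper's 198 lower genes fall short of 2-fold and none of its higher genes does. Dppa5a, chosen after its value was seen, had an FPKM of 2357 in FA4 and 2009.8 in FA0, so it did not share the size of the difference in its paralog Dppa5b.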
